# Rebamipide Induces Hair Regeneration Through EP4-Driven Lipid Metabolism Remodeling

**DOI:** 10.3390/ijms262010132

**Published:** 2025-10-18

**Authors:** Chenjie Feng, Hao Dong, Dongyue Jiang, Yuan Gao, Xinyue Gu, Weiwei Diao, Ying Zhou, Dayang Xu, Ruixin Li, Liang Wu

**Keywords:** hair regeneration, rebamipide, lipolysis, dedifferentiation, EP4 receptor

## Abstract

Alopecia is a highly prevalent hair loss disorder characterized by an abnormality in hair cycling. Induction of autophagy and secretion of growth factors by adipocyte precursors are sufficient to activate quiescent hair follicles, yet therapies targeting these processes remain limited. Here, we identify rebamipide—a drug originally intended for gastric ulcer treatment—as a promising candidate for hair regeneration by modulating dermal adipocyte metabolism. Topical rebamipide treatment induces autophagy and adipose triglyceride lipase (ATGL)-mediated lipolysis in dermal adipocytes. Using primary culture systems, we demonstrate that rebamipide-driven lipolysis triggers adipocyte dedifferentiation, activating hair follicle stem cells (HFSCs) via elevated platelet-derived growth factor (PDGF) levels. Mechanistically, computer simulations and target validation experiments confirm that rebamipide directly binds to the prostaglandin E receptor EP4, triggering PI3K/ERK-dependent autophagy and lipolysis. Collectively, our findings highlight EP4 as a novel therapeutic target for hair loss and position rebamipide as an agent that couples lipid metabolism remodeling with HFSC activation.

## 1. Introduction

Hair loss has become a global health concern with progressively increasing incidence. In China, the prevalence of androgenetic alopecia (AGA) reaches 21.3% in males and 6.0% in females, which is even higher in Caucasians [1,2,3]. Hair loss is characterized by the failure of hair follicles (HFs) to enter the telogen–anagen transition, leading to miniaturization and degeneration of the HFs [4]. The only two Food and Drug Administration (FDA)-approved drugs for hair loss are minoxidil and finasteride. Despite their clinical effectiveness, both require chronic usage and may cause significant side effects [5]. Given the health and social impacts of this condition and the limitations of current treatments, there is an urgent need to develop safer and more effective therapies for hair regeneration.

During anagen, HFs extend deep into the dermis, closely interacting with dermal white adipose tissue (dWAT). These interactions occur throughout various stages of the hair cycle. During anagen, HFs stimulate dWAT hypertrophy and hyperplasia, while in telogen, mature adipocytes secrete bone morphogenetic proteins (BMPs) that maintain hair follicle stem cells (HFSCs) quiescence and suppress telogen–anagen transition (TAT) entry [6,7]. Meanwhile, adipocyte precursors secrete high levels of platelet-derived growth factor subunit-α (PDGFα), which activates resting HFs and drives hair regeneration [8,9]. Since adipocyte precursors and mature adipocytes can undergo conversions [7,10], it is highly possible that dedifferentiation of dermal adipocytes contributes to TAT. Recent advances in adipocyte biology have revealed that mature adipocytes can dedifferentiate into proliferative progenitor-like cells, termed Dedifferentiated Fat (DFAT) cells, through ceiling culture methods [11]. These DFAT cells exhibit multipotency and can redifferentiate into adipocytes under appropriate conditions, serving as a valuable model for studying adipocyte plasticity.

Hair follicles harbor a heterogeneous population of stem cells residing in distinct niches, including the bulge, hair germ, isthmus, and infundibulum, each with unique molecular and functional features that regulate hair cycling and skin homeostasis [12]. Among these, bulge stem cells (BuSCs) represent a well-characterized, slow-cycling, and multipotent population that is essential for long-term hair follicle regeneration and cyclical growth. In this study, we isolated and cultured BuSCs because they are the quintessential HFSC population with a well-defined identity and regenerative capacity, making them an ideal model for studying adipocyte–HFSC crosstalk in hair cycle regulation.

Autophagy is an evolutionarily conserved lysosomal degradation pathway that plays a critical role in hair regeneration. Autophagy-activating molecules, such as α-ketoglutarate, metformin, rapamycin [13], isoquercitrin [14] and limonin [15], have been shown to initiate anagen in telogen HFs and stimulate hair growth. Notably, autophagy in adipocytes regulates lipid metabolism and energy homeostasis by degrading lipid droplets and triglycerides [16], as well as inducing adipocyte dedifferentiation [17].

Rebamipide, an FDA-approved gastroprotective agent, promotes ulcer healing [18] and mitigates alcohol-induced gastric mucosal damage via autophagy activation [19]. Pharmacokinetic studies show that rebamipide is rapidly absorbed (T_max_ = 2.4 h) with a short half-life (1.9 h) and minimal systemic exposure (<5% bioavailability), which accounts for its localized efficacy in gastrointestinal tissues [20]. Mechanistically, it enhances prostaglandin E2 production and scavenges reactive oxygen species [18]. Due to its low bioavailability, rebamipide has been repurposed for topical applications. Clinical trials have demonstrated its efficacy in treating dry eye [21] and oral mucositis [22]. Additionally, it ameliorates atherosclerosis and obesity phenotypes by regulating lipid metabolism and suppressing adipogenesis [23,24]. However, the effects and molecular mechanisms of rebamipide in hair cycle regulation remain unknown.

To systematically investigate the role of rebamipide in hair regeneration, this study integrated murine models, primary adipocyte cultures, molecular biology assays, and computational approaches. We first established its efficacy in stimulating hair regrowth through topical applications and then explored underlying mechanisms, focusing on metabolic reprogramming in dermal adipocytes. We further examined how these metabolic changes promote adipocyte dedifferentiation and paracrine PDGFα secretion. Molecular docking and experimental target validation identified binding to the EP4 receptor as the mechanistic basis of rebamipide’s activity. These findings establish rebamipide as a promising new candidate for hair loss treatment, acting through adipocyte metabolic remodeling and subsequent HFSC activation.

## 2. Results

### 2.1. Topical Treatment with Rebamipide Induces Hair Regeneration

We first evaluated the hair regeneration-promoting effects of rebamipide in a telogen-phase mouse model. The results showed that rebamipide had a dose-dependent effect on accelerating hair regrowth. The 3% rebamipide group exhibited increased pigmentation scores and regrown hair weight, with effects comparable to 2% minoxidil (Figure 1A–C). In contrast, the control group showed minimal pigmentation until day 29. With anagen development, HFs grow downward into the deep dermis and increase in size [25]. The rebamipide-treated groups exhibited increased dermis thickness and hair bulb size compared to the control group (Figure 1D,E). Immunofluorescent (IF) staining for the proliferative marker Ki67 revealed more proliferating cells around the hair matrix in treated groups (Figure 1F). Western blot (WB) analysis confirmed activation of the Wnt/β-catenin pathway, a key regulator of hair growth [26]. Rebamipide significantly upregulated the expression of phospho-glycogen synthase kinase 3β (p-GSK3β) (Ser9), β-catenin and cyclin D1 (Figure 1G), demonstrating that rebamipide activates the β-catenin pathway and induces hair regeneration.

As autophagy is essential for activating quiescent telogen HFs, we investigate the effect of rebamipide on autophagy induction. To this end, a separate cohort of mice was treated with 3% rebamipide for 7 days to assess its effects before the onset of anagen. Quantitative immunoblotting was employed to evaluate autophagic activity. The conversion of LC3-I to its lipidated form, LC3-II (reflected by an increased LC3-II/LC3-I ratio), is a well-established marker of autophagosome formation. Additionally, the degradation of the autophagy receptor p62/SQSTM1 indicates successful autophagic flux [27]. Our results revealed a 2.2-fold increase in the LC3-II/LC3-I ratio (*p* < 0.05) along with a 30% reduction in p62/SQSTM1 (Figure 1H). Furthermore, rebamipide enhanced AMP-activated protein kinase (AMPK) phosphorylation, indicating AMPK-mediated autophagy induction. IF staining showed increased LC3 puncta, which represent autophagic vesicles, and enhanced fluorescence intensity in the dWAT layer, suggesting rebamipide-induced autophagy activation in dWAT (Figure 1I).

### 2.2. Rebamipide Induces Dermal Adipose Tissue Lipolysis

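Bulk RNA-seq was performed on full-thickness dorsal skin of 7-week-old male C57BL/6 mice, with 3 mice treated with vehicle and 3 mice treated with 3% rebamipide for 7 days. The mice formed a cohort separate from those used for qPCR, Western blot and staining. Libraries were made from poly-A RNA. The authors deposited, for each of 21959 genes, the number of reads counted on the gene and the FPKM value. The deposited FPKM follow from the counts, the gene length and the summed counts of each library. The aligner, the counting program and the genome build are not named in the paper's text, so gene positions are given as the deposited table lists them. The total counts per library were 39090912, 39915276 and 38676018 in the vehicle group and 32709801, 34380648 and 34706852 in the rebamipide group. A gene with 0 counts in a library could still hold up to 3 counts, which corresponds to 0.0752 to 0.0917 CPM before TMM normalization, and this limit covers counting error only. The 10 most abundant genes took 7.2% to 10.56% of the counts in the vehicle libraries and 20.23% to 30.36% in the rebamipide libraries. Genes encoded by the mitochondrial genome took 2.59% to 5.36% of the counts in the vehicle libraries and 13.28% to 21.96% in the rebamipide libraries. For this reason the counts were normalized with edgeR's TMM factors, which ranged from 1.21 to 1.279 in the vehicle group and from 0.746 to 0.929 in the rebamipide group. After TMM normalization the median log2 fold change over all genes tested was -0.175, and with scaling by total counts alone it was -0.778. The groups were compared with edgeR's quasi-likelihood test on the 14875 genes that passed its expression filter, with Benjamini-Hochberg adjustment. The standard error printed with an edgeR log2 fold change is its absolute value divided by the square root of the F statistic of that test. Normalized CPM are given as mean ± SD over the 3 libraries of a group.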

To elucidate the underlying mechanism of rebamipide in hair regeneration, we conducted RNA-seq on the dorsal skin of C57BL/6 mice after 7 days of treatment. Hierarchical clustering identified 2079 differentially expressed genes (DEGs) that were upregulated by rebamipide treatment. 

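With the thresholds of the study, an unadjusted p-value under 0.05 and an absolute log2 fold change over 1, edgeR's quasi-likelihood test called 2128 genes higher and 2161 genes lower in rebamipide-treated skin. DESeq2, the tool named in the study's methods, called 2158 genes higher and 2703 genes lower at the same thresholds, and 2115 of the genes called higher were shared by the 2 tools. Among the alternatives, scaling by total counts alone gave the largest differences from these counts, with 1129 genes higher and 4518 genes lower, and the share of higher calls went from 49.6% to 20%. After Benjamini-Hochberg adjustment over the 14875 genes, 2093 genes were higher and 968 genes were lower at an adjusted p-value under 0.05 without a fold change threshold. The adjusted calls of edgeR depended on single libraries. Without the second vehicle library 0 genes passed, with 4116 genes at an unadjusted p-value under 0.05 and a smallest adjusted p-value of 0.0747 from edgeR, and without the second rebamipide library 1 gene passed, with 4062 genes at an unadjusted p-value under 0.05. In fits with DESeq2 added after these values were seen, 2097 and 2684 genes were higher at an adjusted p-value under 0.05 without the same libraries, and with limma-voom, added in the same way, 210 and 256 were higher, against 2138 with all libraries. Among genes with an adjusted p-value under 0.05, a mean of at least 50 counts and no overlap between the groups, the largest fitted rises were those of Ucp1, Slc27a2, Mab21l2, Otop1 and Hpcal4. Where a group holds a few counts at most, the fitted value depends on the prior count, so this order is no ranking of measured folds. Mab21l2 and Hpcal4 were at or under 3 counts in each vehicle library, and their rebamipide means were at least 71-fold and 148-fold higher. Ucp1 (ENSMUSG00000031710, chromosome 8, 84016981 to 84025081 in the deposited table) had 0 counts in each vehicle library (adjusted p = 0.00939, edgeR). It had 81048, 220449 and 150572 counts in the rebamipide libraries, whose mean was 91849-fold the limit that a count of 0 allows. Otop1 rose from 0.330 ± 0.204 to 338 ± 128 CPM (log2 fold change 9.99, standard error 0.78). The largest fitted falls were those of Tmem238l, Krtap19-4, Krtap10-4, Krtap9-5 and Gm18596. Apart from Krtap19-4 these were at or under 3 counts in each rebamipide library. They were low in the third vehicle library as well, with 11 to 16 counts, so the size of these falls rests on the first and second vehicle libraries and no fold is given. Of the fits that each left out one library, these calls held only without the third vehicle library (adjusted p = 0.0233, edgeR). In the other fits the adjusted p-values were 0.072 to 0.142 for the Krtap genes and Gm18596, and 0.069 to 0.123 for Tmem238l, which did not pass the expression filter without the first or the second vehicle library. The Krtap genes belong to a multigene family of hair keratin-associated proteins whose reads the authors' counting could have split between members. Krtap19-4 had 55.6 ± 64.4 CPM in the vehicle group and 0.0439 ± 0.076 CPM in the rebamipide group.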

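Marker lists fixed before the counts were examined were used to follow the cell types of full-thickness skin, as the mean log2 CPM of each list in each library and as the median log2 fold change of its genes. Of the 27 lists, 10 were higher in every rebamipide library than in every vehicle library, 5 were lower in every rebamipide library, and 12 overlapped, where chance alone would leave 10% of lists without overlap. The brown adipocyte list (8 genes, of which 5 were above 1 CPM in every vehicle library) went from 1.08 ± 0.56 to 7.37 ± 0.69 log2 CPM, with a median log2 fold change of 5.71. The adipocyte list (12 genes) went from 6.61 ± 0.78 to 8.86 ± 0.23. The endothelial list (8 genes) went from 5 ± 0.62 to 6.91 ± 0.28, and the blood list (5 genes) from 2.93 ± 1.2 to 5.58 ± 0.57. The slow muscle list (5 genes) was at 5.6, 4.46 and 0.11 log2 CPM in the 3 rebamipide libraries and between -1.64 and 0.1 in the vehicle libraries. The lipolysis, lipogenesis, fatty acid degradation, fatty-acyl-CoA binding and autophagy lists were the others without overlap on the higher side. The rise of the autophagy list depended on the normalization, with a median log2 fold change of 0.695 with TMM and 0.076 with scaling by total counts alone. On the lower side, the basal keratinocyte list went from 7.34 ± 0.37 to 4.5 ± 2.46, the suprabasal keratinocyte list from 7.83 ± 1.05 to 3.18 ± 5.04, the sebaceous gland list from 5.77 ± 0.48 to 2.8 ± 2.5, the bulge stem cell list from 4.99 ± 0.35 to 2.17 ± 2.28 and the cell cycle list from 4.69 ± 1.04 to 1.38 ± 2.21. The third rebamipide library was lowest for each of these, with 0 counts of Krt14 and 4 counts of Krt5 against 26099 to 64371 and 50427 to 77535 counts in the vehicle libraries. The fibroblast list (9.73 ± 0.37 against 8.51 ± 1.19), the leukocyte list (5.14 ± 0.76 against 3.81 ± 1.32) and the fast skeletal muscle list (9.37 ± 1.29 against 7.58 ± 3.52) overlapped between the groups. The growing hair follicle list was at 9.74, 8.52 and 3.2 log2 CPM in the vehicle libraries and at 4.93, -3.04 and -3.99 in the rebamipide libraries. By camera with a preset correlation between genes, the brown adipocyte, adipocyte and endothelial lists were higher (adjusted p = 1.05e-15, 7.36e-07 and 6.38e-06) and the basal keratinocyte list was lower (adjusted p = 0.00761). These calls held under fry, and preranked GSEA did not call the basal keratinocyte list (adjusted p = 0.0737). The growing hair follicle, cell cycle, sebaceous gland, slow muscle, suprabasal keratinocyte, Wnt/beta-catenin target, dermal papilla and bulge stem cell lists passed with camera (adjusted p = 0.000623 to 0.0389) and not with fry (adjusted p = 0.052 to 0.152). None of the calls held when camera estimated the correlation within each list, where the smallest adjusted p-value was 0.264.

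**Figure D1:**
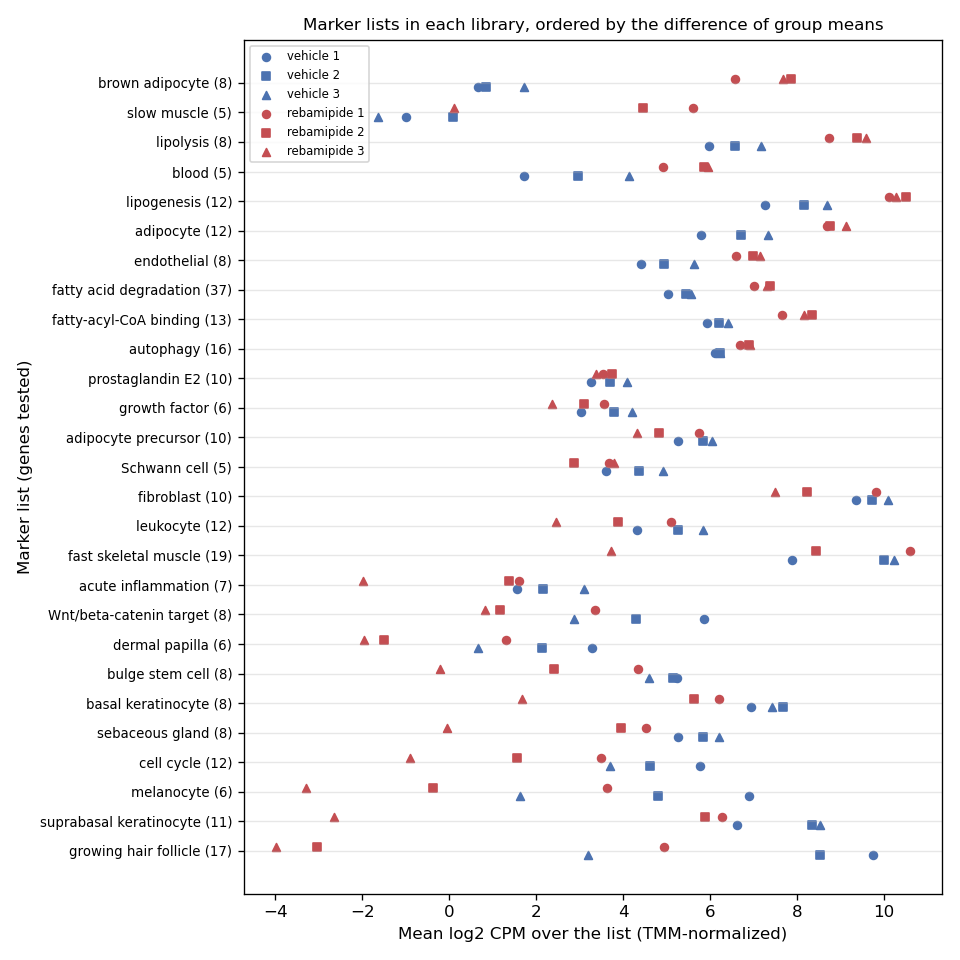
Mean log2 CPM of each marker list (x axis) in each of the 6 libraries, with the lists ordered by the difference between group means and the number of genes tested in parentheses. Each point is one library, blue for vehicle and red for rebamipide, and of the lists whose groups do not overlap the brown adipocyte list shows the widest gap between the nearest libraries of the groups, with the vehicle libraries at 0.66 to 1.72 and the rebamipide libraries at 6.58 to 7.85.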

Since the analysis was performed on full-thickness skin, the large number of DEGs reflects responses from multiple cell types. 

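The study does not state in its text how the upregulated genes were ranked, and here they were ranked by p-value among the genes called higher. The 200 genes with the smallest p-values had log2 fold changes of at least 1.48 (Spg7), and their adjusted p-values ranged from 0.00388 to 0.00957 (edgeR). The first was Acot11, with 5.304 ± 0.57 CPM in the vehicle group and 195.5 ± 26.6 CPM in the rebamipide group (log2 fold change 5.20, standard error 0.22). With DESeq2, 159 of the 200 genes were the same, and without the first rebamipide library 126 were the same.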

We selected the top 200 DEGs for functional enrichment pathway analysis. Gene Ontology (GO) enrichment analysis revealed upregulated pathways involved in the fatty acid catabolic process, fatty-acyl-CoA binding, and mitochondrion (Figure 2A). 

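The terms were tested with the annotation in the deposited table, which lists direct annotations only, by a one-sided Fisher's exact test against the 14875 genes tested, with adjustment over 15 terms. Of the 200 genes, 135 were annotated to mitochondrion where 22.47 were expected (adjusted p = 2.03e-79), and 67 to mitochondrial inner membrane where 6.37 were expected (adjusted p = 1.27e-49). Fatty-acyl-CoA binding held 5 of the 200 genes, Acadl, Acads, Acadvl, Gcdh and Hadha, where 0.26 were expected (adjusted p = 6.95e-06). Fatty acid beta-oxidation held 17 where 0.79 were expected (adjusted p = 3.92e-18). Fatty acid catabolic process itself has 12 directly annotated genes among those tested, and 1 of them, Acadvl, was among the 200 (expected 0.16, adjusted p = 0.173). With the 200 genes of the largest log2 fold change in place of the smallest p-value, this term held 2 genes (adjusted p = 0.0136), and without the first rebamipide library it held 3 (adjusted p = 0.000733). Acadvl (ENSMUSG00000018574, chromosome 11, 69901009 to 69906237 in the deposited table) encodes a very long chain acyl-CoA dehydrogenase and went from 65.6 ± 9.63 to 1437 ± 441 CPM (log2 fold change 4.45, standard error 0.37, adjusted p = 0.00939, edgeR). Response to cold held 5 of the 200 genes (expected 0.43, adjusted p = 9.4e-05), and 3 genes of the brown adipocyte list carry that annotation.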

Kyoto Encyclopedia of Genes and Genomes (KEGG) analysis showed that rebamipide treatment led to enrichment of genes associated with fatty acid degradation. This result was further supported by Gene Set Enrichment Analysis (GSEA), which similarly revealed significant enrichment in lipid catabolism and oxidation pathways (Figure 2B). This pattern strongly indicates that the changes in lipid and energy metabolism are primarily driven by the abundant dermal adipocytes. These findings highlight the broad impact of rebamipide on lipid metabolism remodeling in the skin, prompting further investigation into its effects on dWAT.

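Of the 42 tested genes that the deposited table assigns to the KEGG pathway fatty acid degradation, 13 were among the 200 where 0.56 were expected (adjusted p = 1.44e-14, one-sided Fisher's exact test). Hadhb (ENSMUSG00000059447, chromosome 5, 30360246 to 30389591 in the deposited table) went from 150.7 ± 27.3 to 3317 ± 1140 CPM, a log2 fold change of 4.46 (standard error 0.42, adjusted p = 0.00939, edgeR). The log2 fold changes of Acaa2 and Acadm were 4.37 (standard error 0.4) and 4.1 (standard error 0.51). Over the whole pathway, 28 genes were higher and 1 was lower at an adjusted p-value under 0.05. Cpt1a, which the study also examined, went from 90.3 ± 34.2 to 50.7 ± 20.7 CPM and the groups overlapped (log2 fold change -0.83, standard error 0.4, adjusted p = 0.167, edgeR). Larger numbers of the 200 genes belonged to the KEGG pathways thermogenesis (34, expected 2.8, adjusted p = 8.79e-27) and oxidative phosphorylation (29, expected 1.53, adjusted p = 1.28e-28). With ranking by log2 fold change, oxidative phosphorylation held 2 genes (adjusted p = 0.487). With ranking by p-value, PPAR signaling pathway held 9 and cardiac muscle contraction held 10. Across the fits that each left out one library these counts went from 3 to 10 and from 5 to 14. Without the first rebamipide library PPAR signaling pathway held 3 and did not pass (adjusted p = 0.0834, one-sided Fisher's exact test).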

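Gene sets were tested over all 14875 genes with camera, adjusted over 42 sets and lists. The KEGG fatty acid degradation genes had a median log2 fold change of 2.13 (camera adjusted p = 5.76e-16), and those annotated to fatty acid beta-oxidation (59 genes) had a median of 1.93, with 48 higher and 43 of these past an adjusted p-value of 0.05 (camera adjusted p = 1.4e-22). The fatty acid catabolic process genes (12) had a median of 1.30, with 6 higher and 1 lower at an adjusted p-value under 0.05 (camera adjusted p = 0.00336, fry adjusted p = 0.00876). The lipid catabolic process genes (82) had a median of 0.17, with 25 higher and 6 lower at an adjusted p-value under 0.05 (camera adjusted p = 0.0156). This set passed no longer under fry (adjusted p = 0.0535), without the first vehicle library (adjusted p = 0.0548) or without the third rebamipide library (adjusted p = 0.0622). The 2 terms shown in Figure 2B have few direct annotations in the deposited table. Cellular lipid catabolic process holds 3 tested genes, with a median of 0.94 (camera adjusted p = 0.174, fry adjusted p = 0.0185), and of these Pnpla2 rose most. Lipid oxidation holds 7, of which 6 are lipoxygenase genes, with a median of -1.6 (camera adjusted p = 0.347). Preranked GSEA gave normalized enrichment scores of 2.62 for fatty acid degradation, 2.85 for fatty acid beta-oxidation, 1.27 for cellular lipid catabolic process (adjusted p = 0.241) and 0.82 for lipid oxidation (adjusted p = 0.719). With each library's fast skeletal muscle score as a covariate, the fatty acid degradation genes had a median of 2.00 (adjusted p = 5.56e-16). Under an estimated correlation between genes, 0 of the 42 sets and lists passed, 1 had an unadjusted p-value under 0.05 (the brown adipocyte list), and the adjusted p-values were 0.264 for fatty acid degradation and for fatty acid beta-oxidation.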

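Adiponectin (Adipoq, ENSMUSG00000022878, chromosome 16, 22965286 to 22976778 in the deposited table) went from 338.7 ± 184 to 1406 ± 350 CPM, a log2 fold change of 2.05 (standard error 0.47, adjusted p = 0.0308, edgeR), and its call was lost in 4 alternatives, among them the fit without the first vehicle library (adjusted p = 0.0633, edgeR). Plin1, which encodes the lipid droplet protein perilipin 1, rose by 2.61 on the log2 scale (standard error 0.52), Pnpla2, which encodes ATGL, by 3.89 (standard error 0.55) and Lipe, which encodes hormone-sensitive lipase, by 3.05 (standard error 0.37). Fabp4 went from 866 ± 263 to 8610 ± 3130 CPM and Ppara from 6.245 ± 2.19 to 225.7 ± 83.5 CPM. For each of these 6 genes every rebamipide library was above every vehicle library. Of the 12 genes of the adipocyte list, 8 were higher at an adjusted p-value under 0.05 by edgeR, and Cfd and Lep were not among them. Cfd was at 1022 ± 711 CPM in the vehicle group and 1293 ± 479 CPM in the rebamipide group (log2 fold change 0.34, standard error 0.61, adjusted p = 0.697, edgeR), and it was -0.22 with scaling by total counts alone. Lep, chosen after its values were seen, was at 75.95 ± 25.3 and 52.74 ± 38 CPM (adjusted p = 0.486, edgeR). Without the first rebamipide library Lep was called lower (log2 fold change -1.298, adjusted p = 0.0459, edgeR). Of the 42 fatty acid degradation genes, 18 rose by more than Plin1. Cidea, of the brown adipocyte list, rose from 35.97 ± 21.4 to 2693 ± 1030 CPM (log2 fold change 6.23, standard error 0.7), and Ucp1, the gene of the brown fat uncoupling protein, was counted in the rebamipide libraries alone. From the pattern of enriched lipid and energy pathways, the paper reasons that the change is driven mainly by the abundant adipocytes of the dermis.

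**Figure D2:**
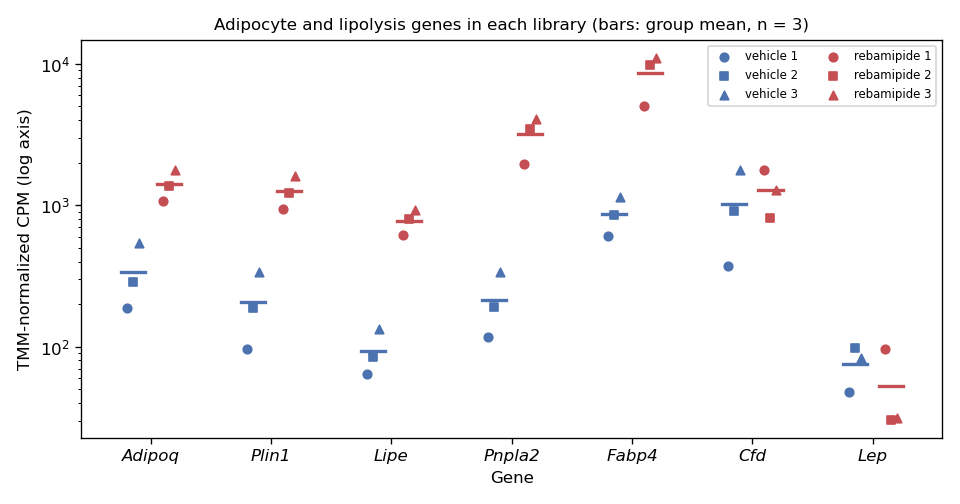
TMM-normalized CPM on a log axis of 7 adipocyte and lipolysis genes in each of the 6 libraries. Each point is one library, blue for vehicle and red for rebamipide, and horizontal bars are group means (n = 3). The groups are apart for Adipoq, Plin1, Lipe, Pnpla2 and Fabp4 and overlap for Cfd and Lep.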

To evaluate the effects of rebamipide on lipid metabolism, we performed perilipin 1 (PLIN1) IF staining to measure the size of lipid droplets in adipocytes. Rebamipide significantly reduced adipocyte size (Figure 2C) and skin triglyceride (TG) content (Figure 2D), indicating enhanced lipolysis in the skin. Quantitative PCR (qPCR) and WB analysis (Figure 2E,F) further confirmed increased expression of *Pnpla2*/ATGL, which catalyzes the initial step in TG hydrolysis [28]. This result was supported by ATGL enrichment in dermal adipocytes, as shown by IF staining (Figure 2G). Additionally, increased expression of fatty acid-binding protein 4 (FABP4, involved in fatty acid transport) and peroxisome proliferator-activated receptor alpha (PPARα, involved in lipid oxidation regulation) confirmed that rebamipide activates lipolysis and oxidation in dWAT [29].

### 2.3. Rebamipide Induces Lipolysis in Mature Adipocytes

To minimize interference from heterogeneous cell populations in skin tissue, we generated dedifferentiated fat (DFAT) cells via the ceiling culture method, yielding fibroblast-like multipotent adipocyte precursors [11] (Figure S1A). These DFAT cells expressed markers of adipocyte precursors (e.g., Thy1, Itgb1, Pdgfra) but low levels of genes involved in lipid metabolism (e.g., Fabp4, Adipoq, Pparg) [11] (Table S1, Figure S1B,C). After adipogenic induction, DFAT cells successfully differentiated into mature adipocytes, characterized by the accumulation of large, unilocular lipid droplets, elevated TG content, and upregulation of key lipid metabolism genes (Figure 3A,B, Table S1). This in vitro model enabled us to isolate the direct, cell-autonomous effects of rebamipide on adipocytes, separate from the complex paracrine signaling present in intact skin.

Treatment with rebamipide (20–200 μM) did not affect cell viability, indicating its favorable safety profile (Figure S1D). To determine the effects of rebamipide on adipocyte adipogenesis and lipolysis, DFAT cells were treated with 100 μM rebamipide for 7 days, either during or after adipogenic differentiation. Notably, although rebamipide did not affect adipogenesis (Figure S1E), it significantly reduced intracellular TG content in the differentiated DFAT cells (Figure 3C,D). Consistent with our in vivo findings, rebamipide activated autophagy through AMPK phosphorylation (Figure 3F) and upregulated the expression of lipolysis-related genes and proteins (Figure 3E,G). IF staining showed increased fluorescence intensity of LC3 puncta and reduced numbers of lipid droplets (Figure 3H). To further investigate the relationship between autophagy and lipolysis, differentiated DFAT cells were subjected to double-labeled immunofluorescence staining for LC3 and PLIN1. Tyramide signal amplification (TSA)-based detection demonstrated that rebamipide treatment significantly enhanced the co-localization of LC3 puncta with PLIN1 (Figure 3I), suggesting that rebamipide-induced lipolysis is coupled with enhanced autophagic activity in mature adipocytes.

### 2.4. Rebamipide-Induced Hair Regeneration Is Reversed by Lipid Metabolism Regulators

To verify the hypothesis that rebamipide stimulates hair regeneration through the induction of dermal adipocyte lipolysis, we combined rebamipide with niacin (NA), a lipolysis inhibitor, or rosiglitazone (RSG), a PPARγ agonist that induces dWAT expansion [30]. Seven-week-old male C57BL/6 mice were shaved and divided into six treatment groups receiving daily vehicle control, 3% rebamipide, 0.5%NA (in drinking water), 0.05% RSG, rebamipide + NA, or rebamipide + RSG. Rebamipide alone significantly accelerated hair regeneration, as evidenced by increased pigmentation scores and the weight of regrown hair, while neither NA nor RSG alone had any significant effect. Notably, co-treatment with either NA or RSG partially reversed the effects of rebamipide (Figure 4A–C). Dorsal skin thickness did not differ significantly among the treatment groups (Figure 4D), likely due to rebamipide accelerating hair cycle progression into the telogen phase, resulting in dermal thinning. Quantification of Ki67+ cells in HF revealed that combined treatment significantly suppressed cell proliferation (Figure 4E), indicating that the effect of rebamipide on anagen induction is mediated by adipocyte lipolysis.

### 2.5. Rebamipide Induces Adipocyte Dedifferentiation and Activates HFSCs Through Growth Factor Secretion

Previous studies have shown that lipolysis triggers the dedifferentiation of mature adipocytes into fibroblast-like cells [31,32,33]. Since rebamipide promoted lipolysis and reduced adipocyte size, we tested its potential for inducing adipocyte dedifferentiation. Mature adipocytes treated with 100 μM rebamipide during ceiling culture demonstrated a significant increase in colony formation after 10 days (Figure 5A), indicating that rebamipide enhanced the efficiency of adipocyte dedifferentiation. This finding was further validated by elevated expression of PDGFRA (adipocyte precursor marker) and increased colocalization of PDGFRA with PLIN1 (mature adipocyte marker) in the skin (Figure 5B).

Adipocyte progenitors secrete various growth factors (e.g., FGF, VEGF, IGF, PDGF) that promote hair growth [34]. To investigate whether rebamipide modulates the secretion of these growth factors, we analyzed the expression of growth factor-related genes in rebamipide-treated skin tissue and differentiated DFAT cells. Compared to the control group, rebamipide treatment significantly upregulated *Igf1*, *Vegfa* and *Pdgfa* (Figure 5C,D). Notably, *Pdgfa*, a known HF activator secreted by adipocyte precursors [6,8,9], showed the most pronounced changes. Elevated PDGF levels were confirmed by enzyme-linked immunosorbent assay (ELISA) in both treated skin and culture supernatants (Figure 5E,F).

To assess DFAT cell-mediated effects on HFs, conditioned medium (CM) from rebamipide-treated (CM-R) or DMSO-treated (CM-C) DFAT cells was applied to ex vivo HF culture (Figure 5G). HFs isolated from mouse whiskers were cultured with CM for 6 days in 48-well plates, and CM-R significantly improved HF viability and hair shaft elongation compared to CM-C (Figure 5H).

HFSCs in the bulge and hair germ become activated transiently at anagen onset to drive TAT [35]. To investigate the DFAT cell-mediated effects on HFSCs, rat vibrissae HFSCs were isolated and purified as previously described [36]. Briefly, bulges from vibrissae follicles were cultured on type IV collagen-coated dishes, allowing cells to migrate from the bulges and rapidly proliferate. HFSCs were then purified using the differential adherence method and characterized by their epithelial-like morphology (Figure S2A). qPCR analysis confirmed high expression of HFSC markers (*Itgb1*, *Itga6*, and *Krt15*) with minimal expression of the fibroblast marker Thy1 (Table S2). These findings were further validated at the protein level, with CD34 and integrin β1 expression confirmed by WB and IF analyses (Figures S1C and S2B).

Treatment with rebamipide (20–200 μM) did not affect cell viability in HFSCs, confirming its biological safety (Figure S2C). However, treatment with CM for 72 h significantly enhanced HFSC proliferation, with CM-R exhibiting stronger effects than CM-C (Figure 5I). Colony formation assays showed that CM-R increased the size and number of HFSC colonies, indicating that CM-R enhanced the stemness of HFSCs (Figure 5J). WB analysis revealed that CM-R significantly upregulated β-catenin and cyclin D1 expression in HFSCs (Figure 5K), suggesting that rebamipide-treated DFAT cells promote HFSC activation via paracrine factors.

### 2.6. Rebamipide Targets EP4 to Activate Autophagy and Lipolysis

Pharmacological studies have shown that prostaglandin E2 (PGE2), elevated in gastric tissue during rebamipide-driven gastric mucosal restitution [37], also promotes hair growth and prevents radiation-induced alopecia in mice [38,39]. However, our RNA-Seq and qPCR results showed that rebamipide did not alter PGE2 metabolic enzyme (Ptges and Hpgd) expression in skin (Figure S3A). 

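Ptges (ENSMUSG00000050737, chromosome 2, 30779483 to 30819875 in the deposited table), which encodes a prostaglandin E synthase, was at 51.99 ± 27 CPM in the vehicle group and 28.04 ± 14.5 CPM in the rebamipide group (SD, n = 3 libraries each). Its log2 fold change was -0.89 with a standard error of 0.52 (p = 0.138 and adjusted p = 0.245, edgeR), the groups overlapped, and the two-sided exact permutation test gave p = 0.2. Hpgd (ENSMUSG00000031613, chromosome 8, 56747620 to 56774078), which encodes the enzyme that inactivates prostaglandins, was at 30.79 ± 5.33 and 16.24 ± 4.75 CPM. Its log2 fold change was -0.92 with a standard error of 0.28 (adjusted p = 0.064, edgeR), so that it lay inside the study's fold change threshold. It passed both of the study's thresholds with scaling by total counts alone (log2 fold change -1.50), with log2(FPKM + 1) and limma (-1.44), without the first rebamipide library (-1.18) and without the first vehicle library (-1.075). Ptges passed them with scaling by total counts alone (-1.44) and with log2(FPKM + 1) and limma (-1.34), though at no adjusted p-value under 0.05. The deposited FPKM are scaled by total counts too, so these alternatives share a normalization. With total counts alone the median log2 fold change over all genes was -0.778, against -0.175 with TMM, so part of these falls is shared by all genes. The unadjusted edgeR p-value of Hpgd was 0.0162, every rebamipide library was below every vehicle library, and the two-sided exact permutation test gave p = 0.1, the smallest that 3 libraries against 3 allow. The call for Hpgd changed with the processing, with an adjusted p-value of 0.023 from DESeq2, 0.0433 on genes with at least 10 counts in every library and 0.0264 with scaling by total counts alone. Over all alternatives its adjusted p-value ranged from 0.0149 to 0.208, and that of Ptges from 0.0713 to 0.629. Ptges and Hpgd are the enzymes that the study names here, and related genes did not all stay flat. Ptges2 rose from 16.75 ± 1.43 to 89.73 ± 14.6 CPM (log2 fold change 2.42, adjusted p = 0.00939, edgeR). The log2 fold changes of Ptges3 and Ptgs2 were -0.14 and -2.73 (adjusted p = 0.665 and 0.0702, edgeR). The qPCR data of Figure S3A come from other mice and were not analysed here.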

PGE2 exerts its effects through four distinct E-type prostanoid (EP) receptors (EP1 to EP4), each with a unique tissue distribution pattern [40]. Notably, EP4, the predominant PGE2 receptor in the skin, was significantly more abundant in differentiated DFAT cells than in HFSCs (Figure S3B,C). Given that EP4 activation promotes both autophagosome formation [41] and lipolysis in WAT [42], we hypothesized that rebamipide directly binds to EP4 to promote hair regeneration.

To confirm this hypothesis, molecular docking and binding energy calculations were performed using AutoDock Vina. The docking results revealed that rebamipide bound to EP4 (PDB: 8GCP) with a binding affinity of −9.53 kcal/mol. Additionally, rebamipide formed hydrogen bonds with residues Pro24 (3.6Å), Thr76 (3.0Å), Ser319 (2.8Å, 3.0Å) of EP4, a pi-stacking interaction with residue Trp169 (5.1Å), and hydrophobic interactions with 8 residues (Figure 6A). The interaction pattern with EP4 closely resembled that of endogenous PGE2 [43]. We then performed 100 ns molecular dynamics (MD) simulations of the rebamipide–EP4 complex. The root mean squared deviation (RMSD) of rebamipide, based on the initial complex state after 10 ns equilibration, fluctuated around 0.8Å from 0 to 100 ns, indicating system stability (Figure 6B). The simulations also revealed an average of 5 hydrogen bonds between rebamipide and EP4 (Figure S4), with an MM-PBSA binding energy of −60.21 kJ/mol (Table S3), further supporting the structural stability of the system.

The drug affinity-responsive target stability (DARTS) experiment, a widely used target validation technique, revealed that rebamipide dose-dependently increased EP4 content after protease treatment, indicating enhanced EP4 stability (Figure 6C). Similarly, the cellular thermal shift assay (CETSA) showed a significant melting temperature shift from 48.9 °C (DMSO) to 61.0 °C (rebamipide), further validating the rebamipide-mediated thermal stabilization of EP4 (Figure 6D).

To evaluate the role of EP4 activation in rebamipide-induced effects, we tested CJ-42794, a specific EP4 antagonist, on CM-mediated HFSC activation and autophagy/lipolysis in differentiated DFAT cells. CM from DFAT cells pre-treated with rebamipide and CJ-42794 significantly reduced HFSC proliferation compared to CM-R (Figure 6E). In addition, while CJ-42794 had minimal effects on autophagy and lipolysis, it partially reversed rebamipide-induced activation, especially the downregulation of p-AMPK, a key regulator of these processes [44] (Figure 6F,G). The EP4 receptor, a G protein-coupled receptor, stimulates adenylate cyclase to increase cyclic adenosine monophosphate (cAMP) levels, activating cAMP-responsive element-binding protein (CREB) via protein kinase A (PKA), and also triggers the PI3K/ERK and PI3K/Akt pathways [40,45]. WB analysis revealed that rebamipide did not affect p-CREB or p-Akt expression but significantly activated ERK1/2 phosphorylation, with this activation reversed by CJ-42794 (Figure 6H). Interestingly, EP4 coupled to the inhibitory G-protein (Gi) leads to the activation of PI3K/ERK signaling [40,45], consistent with our docking and MD simulations using the EP4-Gi complex conformation. These findings suggest that rebamipide promotes autophagy and lipolysis via EP4-mediated PI3K/ERK activation.

Finally, to evaluate the importance of EP4 activation in rebamipide-induced hair regeneration, we tested CJ-42794 in a murine model. As expected, CJ-42794 attenuated rebamipide-induced hair regeneration, as evidenced by reduced hair growth scores and regrown hair weight compared to rebamipide alone, suggesting that rebamipide promotes hair regrowth through an EP4-mediated pathway (Figure 6I–K).

## 3. Discussion

Our study provides novel insights into the role of rebamipide in hair regeneration, highlighting its ability to activate the EP4 receptor-mediated signaling pathway in dermal adipocytes. We demonstrate that rebamipide induces autophagy and lipolysis in dermal white adipose tissue (dWAT), triggering adipocyte dedifferentiation and subsequently activating hair follicle stem cells (HFSCs), potentially through elevated PDGFα levels (Figure 7). Collectively, these findings not only position rebamipide as a unique therapeutic candidate that links adipocyte metabolic remodeling to HFSC activation but also identify EP4 as a novel therapeutic target for hair loss, offering a new direction for future research.

Although autophagy activation by small molecules stimulates hair regeneration, the spatial distribution of autophagic flux across skin remains poorly characterized due to its structural heterogeneity and complexity. By analyzing the distribution of LC3 in skin with IF, we found that autophagy is predominantly localized in dWAT, a highly plastic skin compartment. Interestingly, dermal adipocytes actively participate in diverse physiological processes, including hair cycling and wound healing [30]. Dermal adipocyte ablation accelerates HF reentry into anagen, while high-fat diet (HFD)-induced expansion delays this process. Additionally, recent evidence suggests that mature adipocytes retain the potential to dedifferentiate into adipocyte precursors during lactation [46], and lipolysis-mediated dedifferentiation into myofibroblasts is crucial for wound healing [31]. Based on these findings, our study demonstrates that rebamipide exerts three distinct biological effects: (1) inducing dermal adipocyte lipolysis, (2) promoting adipocyte dedifferentiation, and (3) subsequently activating HFSCs via elevated growth factor levels.

Our findings extend the understanding of dermal adipocyte biology in hair cycle regulation. Dermal adipocytes utilize autophagy machinery for lipolysis during the anagen–catagen transition [47]. This study reveals a new role for autophagy-mediated lipolysis in TAT, which aligns with previous studies showing that physiological stimuli like exercise, cold exposure, and fasting activate lipolysis [48] and also promote hair growth. Since cold exposure activates HFSCs via synapse-like contacts and norepinephrine [35], we propose that lipid metabolism mediates hair regrowth during cold exposure. Similarly, caloric restriction promotes hair growth through metabolic reprogramming in the dermis and reduces dWAT thickness [49]. Paradoxically, intermittent fasting triggers rapid lipolysis in the HFSC niche, releasing excessive free fatty acids (FFAs) that induce HFSC apoptosis [50]. Although intermittent fasting activates a comparable number of HFSCs, it simultaneously drives apoptosis through elevated intracellular reactive oxygen species (ROS) levels, which can be reversed by enhancing antioxidant capacity. These findings suggest that lipolysis requires the effective clearance of FFAs and ROS to maintain HFSC viability. Our study shows that rebamipide moderately induces lipolysis and enhances FFA oxidative phosphorylation. This effect preferentially promotes HFSC activation over apoptosis, demonstrating its superior ability to coordinate lipid mobilization and cellular redox homeostasis.

Originally developed for gastric ulcer therapy, rebamipide protects the mucosa via AMPK-mediated upregulation of gastric COX-2 and PGE2 [51] and alleviates gastric epithelial cell injury via ERK-dependent autophagy [19]. Here, we reveal a previously unrecognized role of rebamipide in promoting hair regeneration through PGE2-independent pathways in the skin. Silico simulations combined with target validation confirm the direct interaction of rebamipide with EP4. EP4 is linked to ERK-mediated autophagy in hepatic stellate cell activation via the PGE2/EP4 axis [52], and lipophagy in renal macrophages, which impedes the progression of chronic kidney disease [53]. Interestingly, EP4 regulates lipolysis through various mechanisms. Studies indicate that the PGE2-EP4 pathway facilitates lipolysis in WAT by enhancing *Pnpla2* transcription [42], and EP4 antagonists inhibit preadipocyte differentiation via the cAMP-PKA pathway [54]. However, EP4 knockout in mice leads to a reduction in body weight but disrupts lipid metabolism due to impaired TG clearance [55], highlighting its essential role in lipid homeostasis.

Beyond its mechanistic insights, our study highlights the considerable translational potential of rebamipide for treating hair loss disorders. A key advantage is its formulation for topical delivery, which we have demonstrated to be effective in promoting hair regrowth, with efficacy comparable to minoxidil, the current first-line topical therapy. Topical delivery offers several benefits, including localized treatment, reduced systemic side effects, and ease of application [56], making rebamipide a promising candidate for treating hair loss in a more targeted and safer manner. Importantly, rebamipide’s mechanism of action differs from minoxidil’s proposed vasodilatory effects or finasteride’s systemic hormonal modulation. This novel mechanism could offer significant benefit for patients who are unresponsive to existing therapies, with potential for combination strategies alongside other treatments. Moreover, rebamipide’s excellent safety profile [57,58], established through decades of clinical use for gastric ulcers and its subsequent repurposing for topical applications in ophthalmology and oral care, significantly de-risks its path to clinical evaluation for hair regeneration. This combination of novel targeting, topical efficacy, and a pre-established safety record makes rebamipide a uniquely promising and feasible candidate for rapid therapeutic development.

However, despite these promising findings, several limitations of our study should be acknowledged. First, the precise intracellular mechanisms downstream of EP4 that regulate adipose tissue metabolism need further investigation. Second, the temporal coordination between adipocyte lipolysis and HFSC activation requires more detailed analysis in vivo. Additionally, to validate EP4 as a therapeutic target, more comprehensive research is needed, including the use of novel EP4 agonists to confirm the observed phenotype. Furthermore, while our study clarifies the role of dWAT, it does not directly address the potential involvement of other follicular components, such as the dermal papilla. Future work should investigate their interaction with rebamipide to provide a more comprehensive understanding of the regenerative mechanism. Lastly, studies on human scalp tissue are essential to validate the translational relevance of the EP4–adipocyte axis, which would solidify EP4 as a therapeutic target and refine this novel strategy for treating hair loss.

## 4. Materials and Methods

### 4.1. Materials

Rebamipide (HY-B0360), niacin (HY-B0143), rosiglitazone (HY-17386), and CJ-42794 (HY-10797) were purchased from MCE (Monmouth Junction, NJ, USA); Collagen Type IV (C5533), collagenase type I (C0130), IBMX (I5879) were purchased from Sigma-Aldrich (St. Louis, MO, USA); culture media DMEM (KGL1206), DMEM/F12 (KGL1201) were obtained from KeyGEN BioTECH (Nanjing, China); fetal bovine serum (ST30-3302p) was from PAN Biotech (Aidenbach, Germany); EGF (C029) was from Novoprotein (Shanghai, China); hydrocortisone (40109ES08) and dexamethasone (40323ES25) were from YEASEN (Shanghai, China).

### 4.2. Animals

Wildtype male seven-week-old C57BL/6 mice were obtained from Ziyuan Experimental Animal Technology, and six-week-old Wistar rats were obtained from the College of Veterinary Medicine, Yangzhou University. Animals were housed in ventilated cages under 12 h light/dark cycles, with access to water and chow ad libitum. All experimental protocols were approved by the Animal Experimentation Ethics Committee of China Pharmaceutical University and adhered to the standards of the National Institutes of Health (NIH).

### 4.3. Topical Treatments

To systematically evaluate the hair regeneration potential and mechanism of rebamipide, seven-week-old male C57BL/6 mice in the telogen phase were dorsally shaved and randomized into treatment groups for separate experiments. Mice received daily topical treatments for 26–32 days as follows:

Experiment 1 (Dose–response): Vehicle (30% dipropylene glycol/70% water, homogenized for 1 min), 1% rebamipide, 3% rebamipide, or 2% minoxidil as a near-equimolar positive control.

Experiment 2 (Lipolysis Inhibition): Vehicle, 3% rebamipide, 0.05% rosiglitazone (a PPARγ agonist), 0.5% niacin (a lipolysis inhibitor) in drinking water, or their indicated combinations.

Experiment 3 (EP4 Antagonism): Vehicle, 3% rebamipide, 0.05% CJ-42794 (an EP4 antagonist), or their combination.

Hair growth was blindly scored based on pigmentation levels and hair shaft density [13]. At the endpoint, mice were anesthetized with 2.5% isoflurane for the collection of regrown hair and dorsal skin samples for subsequent analyses, including regrown hair weight measurement, dorsal skin histology, and molecular biology assays.

To investigate the underlying mechanisms, a separate cohort of mice was treated daily for 7 days with either vehicle or 3% rebamipide alone, following the same topical application protocol. Mice were sacrificed on day 7 for molecular biology analyses.

### 4.4. Histology and Immunofluorescent Staining

Mice were euthanized by cervical dislocation, and the shaved dorsal skin (4 × 2 cm^2^) was surgically excised along the hair growth axis. A central 2 × 1 cm^2^ full-thickness skin segment was fixed in 4% paraformaldehyde (PFA) at 4 °C for 24–48 h, while adjacent tissues were dissected into 20–40 mg fragments for molecular biology assays. The fixed samples were dehydrated through a graded ethanol series (70% to 100%), cleared in xylene, and embedded in paraffin using standard protocols. Serial sections (5 μm thickness) were cut perpendicularly to the skin surface to ensure consistent follicle orientation. Paraffin-embedded sections were dewaxed and hydrated. For H&E staining, sections were processed directly. For all immunofluorescence (IF) staining, antigen retrieval was performed by incubating the sections in Tris-EDTA buffer (pH 9.0) at 95 °C for 20 min in a water bath. Subsequently, sections were permeabilized, blocked, and incubated overnight at 4 °C with primary antibodies. The primary antibodies were used to detect specific targets as follows: anti-Ki67 (1:500; ab16667, Abcam, Cambridge, UK) to assess cell proliferation; anti-LC3 (1:200; 14600-1-AP, Proteintech, Wuhan, China) to monitor autophagy activation; anti-Perilipin 1 (1:500; 9349, CST, Danvers, MA, USA) to visualize lipid droplets and evaluate adipocyte morphology; anti-ATGL (1:200; 2439, CST) to confirm the induction of lipolysis; anti-Integrin β1 (1:200; SA40-08, Huabio, Hangzhou, China) and anti-CD34 (1:100; SI16-01, Huabio) as markers for HFSCs; and anti-PDGFRα (1:200; JF104-6, Huabio) to identify adipocyte precursors. Sections were then incubated with anti-rabbit Alexa Fluor 488 (1:500; ab150073, Abcam) secondary antibody for 1.5 h at room temperature. Nuclei were stained with DAPI to facilitate the localization of antigens within the tissue. After mounting, the slides were imaged with Olympus IX73 fluorescence microscopy, allowing for visualization of the fluorescence signals corresponding to the target proteins. For immunocytochemistry, cells were fixed in ice-cold 100% methanol and blocked for 30 min. Subsequent steps followed the protocol described above for tissue sections.

### 4.5. RNA-Seq

For RNA-seq analysis, an independent cohort of mice (n = 3 per group), separate from those used in other molecular biology assays, was treated topically with 3% rebamipide or vehicle for 7 days as outlined in Section 4.3. Total RNA was isolated from 200 mg of dorsal skin from three mice treated with rebamipide or vehicle using Trizol Reagent (Invitrogen, Carlsbad, CA, USA). RNA concentration, quality, and integrity were assessed using a NanoDrop spectrophotometer (Thermo, Waltham, MA, USA). Sequencing libraries were prepared by Shanghai Personal Biotechnology Co. Ltd. (http://www.personalbio.cn/ accessed on 15 October 2025) according to their standard protocols [59]. mRNA was purified from total RNA using poly-T oligo-attached magnetic beads and fragmented under elevated temperature in an Illumina proprietary buffer. First-strand cDNA was synthesized using random oligonucleotides and SuperScript II, followed by second-strand synthesis using DNA Polymerase I and RNase H. After blunt-ending and adenylation, Illumina adapters were ligated to the cDNA. Library fragments of 400–500 bp were selected using the AMPure XP system (Beckman Coulter, Beverly, CA, USA) and enriched by PCR. The final libraries were quantified and sequenced on the DNBSEQ-T7 platform.

For data analysis, the FPKM method was used to normalize gene expression levels. Differential expression analysis was performed using DESeq2 with thresholds set at |log2FoldChange| > 1 and a significant *p*-value < 0.05. Functional enrichment of the top 200 upregulated genes was conducted using the STRING database (https://string-db.org/ accessed on 15 October 2025) for KEGG and GO pathways. The Gene Set Enrichment Analysis (GSEA) (v4.1.0) tool was used for GSEA enrichment analysis of all genes.

### 4.6. RNA Isolation and Quantitative PCR

Total RNA was isolated using the RNA Isolation Kit (RC101, Vazyme, Nanjing, China). Reverse transcription (RT) was performed using oligo-dT primers (R223, Vazyme) with 1 μg of total RNA as template. qPCR analysis was performed using SYBR Green (Q312, Vazyme) on the Bio-Rad CFX96 System under the following conditions: 95 °C for 3 min, followed by 40 cycles of 95 °C for 10 s and 60 °C for 30 s. Gene expression levels were normalized to *Gapdh* and calculated using the 2^−ΔΔCt^ method. All primer sequences are summarized in Table S4.

### 4.7. Western Blot

Skin samples were lysed in cold RIPA buffer (P0013B, Beyotime, Shanghai, China) with protease (K1007, Apexbio, Houston, TX, USA) and phosphatase (K1015, Apexbio) inhibitors using a homogenizer (Jingxin, Shanghai, China). Lysates were incubated on ice for 30 min, then centrifuged at 12,000× *g* for 10 min. Supernatants were collected, and protein concentrations were measured using the BCA assay (E112, Vazyme). The lysates were boiled for 5 min in 4×Laemmli buffer (1610747, Bio-rad, Hercules, CA, USA), separated on 10% or 12% Tris-Glycine gels by SDS-PAGE, and transferred to PVDF membranes (1620177, Bio-rad) by wet transfer. Blots were probed with primary antibodies overnight at 4 °C: anti-β-Catenin (1:1000; 8480, CST), anti-Phospho-GSK3β (Ser9) (1:1000; 5558, CST), anti-GSK3β (1:5000; 12456, CST), anti-Cyclin D1 (1:5000; ET1601-31, Huabio), anti-LC3 (1:2000; 14600-1-AP, Proteintech), anti-p62 (1:5000; HA721171, Huabio), anti-Phospho-AMPKα (Thr172) (1:1000; 50081, CST), anti-AMPKα (1:1000; 5832, CST), anti-Beclin-1 (1:1000; 3495, CST), anti-CPT1A (1:1000; 12252, CST), anti-ATGL (1:1000; 2439, CST), anti-FABP4 (1:2000; 2120, CST), anti-PPARα (1:1000; ab126285, Abcam), anti-Integrin β1 (1:1000; SA40-08, Huabio), anti-CD34 (1:1000; SI16-01, Huabio), anti-PDGFRα (1:1000; JF104-6, Huabio), anti-EP4 (1:2000; 24895-1-AP, Proteintech) and anti-GAPDH (1:5000; 2118, CST), followed by incubation with anti-Rabbit IgG, HRP-linked antibody (7074, CST). The blots were then washed and scanned with the Bio-rad ChemiDoc Imaging System.

### 4.8. Double-Labeled Immunofluorescence

Paraffin-embedded skin tissue sections were first dewaxed and rehydrated to remove the paraffin and restore tissue hydration, which is essential for effective antibody binding. The sections were then incubated with Tris-EDTA buffer (pH 9.0) in a 95 °C water bath for 20 min to retrieve antigens. To reduce nonspecific binding, sections were blocked, then incubated overnight at 4 °C with Perilipin 1 antibody to target lipid droplets, followed by incubation with anti-rabbit HRP-conjugated secondary antibody for 50 min at room temperature. Signal amplification was performed using the Tyramide Signal Amplification (TSA) kit (G1259, Servicebio, Wuhan, China). Sections were incubated with the IF594-Tyramide dye for 10 min at room temperature. To thoroughly remove the antibodies from the first staining round, a second round of antigen retrieval and blocking was performed. Next, the sections were incubated sequentially with the LC3 antibody or PDGFRα antibody, followed by the secondary antibody and IF488-Tyramide, which provided a second fluorescent signal. Finally, nuclei were stained with DAPI to facilitate the localization of antigens within the tissue. After mounting, the slides were imaged with fluorescence microscopy, allowing for visualization of the fluorescence signals corresponding to the target proteins.

### 4.9. Primary Dedifferentiated Fat (DFAT) Cell Culture

Isolation of mature adipocytes and ceiling culture was performed under strict aseptic conditions as previously described [60], with successful dedifferentiation confirmed by the transition to a fibroblast-like morphology and the expression of progenitor markers. Briefly, inguinal fat samples from a Wistar rat were washed and minced, then digested in 0.1% collagenase type I at 37 °C for 1 h. Digestion releases individual mature adipocytes, allowing them to be separated from the stromal vascular fraction. The digested sample was filtered through a 250 µm filter and centrifuged at 150× *g* for 5 min. After two washes in complete medium (DMEM/F12 supplemented with 20% FBS), the floating adipocyte layer was transferred to culture dishes for ceiling culture. For dedifferentiation, dishes were inverted and maintained for 7 days. The dishes were then re-inverted, and the medium was changed to allow further growth of DFAT cells.

### 4.10. Primary Hair Follicle Stem Cell (HFSC) Culture

HFSCs isolation and purification were performed under strict aseptic conditions as previously described [36], with cell identity confirmed by the expression of stem cell markers. Briefly, vibrissa follicles were micro-dissected, and bulge segments were cultured in collagen IV-coated dishes with DMEM/F12 supplemented with 10% FBS, 20 ng/mL EGF, and 10 ng/mL hydrocortisone. On day 7, primary cells were digested with 0.125% trypsin for 7 min, with spindle cells discarded. Remaining cobblestone-like cells were further digested, centrifuged at 150× *g* for 5 min, and cultured in collagen IV-coated T25 flask for 20 min. The use of collagen IV leverages the rapid adhesion of stem cells to this matrix for enrichment. After discarding non-adherent cells, adherent cells were expanded, and the same purification procedure was repeated during the second passage.

### 4.11. Adipogenesis of DFAT Cells

Upon reaching confluence, cells were maintained in complete medium for 48 h to induce contact inhibition and allow the cells to exit the active cell cycle before differentiation induction. The differentiation medium (DMEM/F12 supplemented with 10% FBS, 10 μg/mL insulin, and 1 μM dexamethasone and 0.5 mM IBMX) was applied for 3 days, followed by maintenance medium (DMEM/F12 supplemented with 10% FBS and 10 μg/mL insulin), refreshed every 2 days. Lipid droplet accumulation became visible by light microscopy on day 7 and was confirmed by Oil Red O staining. For staining, cells were washed with PBS and fixed with 4% paraformaldehyde for 30 min at room temperature. After fixation, cells were stained with a freshly prepared and filtered Oil Red O working solution for 20 min, then sequentially washed with 60% isopropanol for 30 s and distilled water three times to remove non-specific staining.

### 4.12. Triglyceride and PDGF Assays

Triglyceride levels were measured using a Triglyceride Assay Kit (A110-1-1, Jiancheng, Nanjing, China) for tissue and cell culture samples as an indicator of cellular lipid content to assess lipid metabolism. Results were normalized to total protein content and expressed as μmol/g protein. Platelet-derived growth factor (PDGF), a key paracrine factor for HFSC activation, was measured using a PDGF ELISA Kit (ER1240, FineTest, Wuhan, China) for tissue and culture supernatant according to each manufacturer’s instructions. PDGF concentration was determined from a standard curve. For tissue samples, concentrations were normalized to total protein and are expressed as ng/mg protein. For culture supernatants, PDGF levels are expressed as ng/mL.

### 4.13. Conditioned Media Collection

Differentiated DFAT cells were treated with rebamipide (100 μM) or 0.1% DMSO for 48h. Cells were washed with PBS and incubated for 24 h with serum-free DMEM/F12 medium to avoid any interference from growth factors present in serum. Culture supernatants were then collected and filtered through 0.22 μm filters to eliminate any cellular debris. The samples were stored at −80 °C until further use.

### 4.14. HF Organ Culture

Hair follicle organ culture was performed under sterile conditions as previously described [61]. Briefly, vibrissa isolated from two C57BL/6 mice were washed with EBSS:PBS (1:1). Individual hair follicles were then carefully microdissected from the surrounding adipose and connective tissue under a stereomicroscope using fine forceps and micro-scissors, ensuring the integrity of the bulge and bulb regions. The isolated hair follicles were incubated in conditioned media supplemented with 10 μg/mL insulin at 37 °C, 5% CO_2_.

### 4.15. Cell Proliferation and Colony Formation Assays

DFAT cells and HFSCs were seeded in 96-well plates and treated with rebamipide or conditioned media. Cell proliferation rate was measured using the CCK-8 reagent (K1018, Apexbio) by absorbance at 450 nm after 2h incubation with a microplate reader (Tecan, Männedorf, Switzerland). For colony formation assays, HFSCs (800 cells/well) were cultured in 6-well plates with conditioned media supplemented with 5% FBS for 2 weeks to assess their long-term proliferation capacity and stem cell functionality. Cells were fixed in ice-cold methanol for 15 min, stained with Giemsa for 20 min and then washed with PBS to remove excess dye.

### 4.16. Molecular Docking

The atomic coordinates of EP4 were obtained from the Protein Data Bank (PDB ID: 8GCP), and the structure of rebamipide was obtained from PubChem. Both the protein and ligand were preprocessed. Molecular docking and binding affinity calculations were performed using the AutoDock Vina software (v1.2.5) [62]. The analysis of molecular interactions between rebamipide and EP4 was performed using PLIP [63].

### 4.17. Molecular Dynamics (MD) Simulation

The rebamipide–EP4 complex structure, docked by Vina, was embedded into a pre-equilibrated POPC membrane bilayer using input files generated from CHARMM-GUI. The system underwent energy minimization for 50,000 steps, followed by sequential NVT and NPT ensemble equilibrations in GROMACS 2020.6. A 10 ns equilibration phase preceded the final 100 ns MD simulation. All trajectory analyses were performed using GROMACS 2020.6. MM-PBSA binding free energy calculations were performed using the tool available at https://github.com/Jerkwin/gmxtools/blob/master/gmx_mmpbsa/gmx_mmpbsa.bsh (accessed on 15 October 2025).

### 4.18. Drug Affinity-Responsive Target Stability (DARTS) Experiment

DFAT cells were lysed in ice-cold RIPA buffer. The protein extracts were diluted in TNC buffer (50 mmol/L Tris-HCl, pH 8.0, 50 mmol/L NaCl, 10 mmol/L CaCl_2_) and treated with rebamipide (0–500 μM) for 1 h at room temperature to allow drug-target binding. Samples were then incubated with or without 0.3% pronase at room temperature for 15 min to subject unbound proteins to proteolysis. The reaction was stopped by the immediate addition of loading buffer and heat denaturation for EP4 level analysis by Western blot to detect ligand-induced protein stabilization.

### 4.19. Cellular Thermal Shift Assay (CETSA)

DFAT cells were pretreated with 100 μM rebamipide or 0.1% DMSO for 2 h before lysis in NP-40 buffer to allow drug-target engagement in a cellular context. Lysates were equally divided into 8 tubes and heated at gradually rising temperatures (from 42 to 67 °C; Bio-rad T-100) for 3 min to induce protein denaturation. After cooling, the samples were centrifuged at 12,000 rpm for 10 min at 4 °C, and the supernatants were collected for Western blot analysis to assess ligand-induced thermal stabilization of EP4.

### 4.20. Data and Statistical Analyses

Results are expressed as mean ± SD. Statistical analysis was performed using GraphPad Prism 9.5. The standard Student’s *t*-test or one-way ANOVA with Tukey’s post hoc test was performed for parametric data, while Welch’s correction was applied when variances were unequal. The Kruskal–Wallis test followed by Dunn’s post hoc was used for nonparametric data. Differences with *p* < 0.05 were considered statistically significant.

## 5. Conclusions

Our study identifies the gastric drug rebamipide as a promising agent for promoting hair regeneration through a novel mechanism. Rebamipide activates the EP4 receptor on dermal adipocytes, thereby triggering autophagy and enhancing lipolysis. This lipid metabolic remodeling drives adipocyte dedifferentiation and the subsequent secretion of PDGF-α, which activates dormant HFSCs to stimulate hair regrowth. Collectively, our findings not only position rebamipide as a potential repurposing candidate for treating hair loss disorders but also establish the EP4 receptor as a novel therapeutic target, highlighting the modulation of adipocyte metabolism as a viable strategy for treating hair loss.

## Figures and Tables

**Figure 1:**
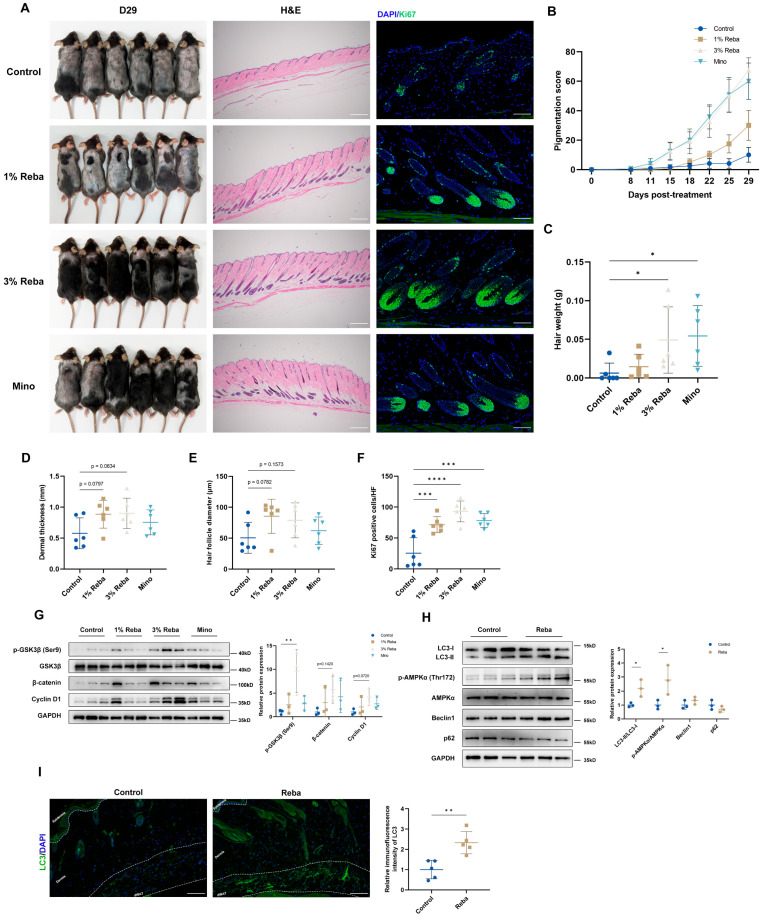
Rebamipide stimulates autophagy to promote hair regeneration in vivo. (**A**) Seven-week-old male C57BL/6 mice were shaved and treated topically with vehicle control, 1% rebamipide (Reba), 3% rebamipide, or 2% minoxidil (Mino) for 29 days. Mice were sacrificed for subsequent analyses. Photographs were taken on day 29 post-treatment. Melanin deposition in the skin served as an indicator of anagen onset. H&E staining of skin sections revealed that rebamipide treatment increased dermal thickness, hair bulb size, and hair shaft elongation compared to the control group. Ki67 immunofluorescent staining revealed enhanced cellular proliferation in the hair bulbs of rebamipide-treated mice. Nuclei were stained with DAPI (blue). Scale bars represent H&E staining, 500 μm; Ki67 staining, 100 μm. (**B**) Quantification of melanin pigmentation appearance (n = 6 for each group). (**C**) Quantification of regrown hair weight to assess hair regrowth (n = 6 for each group). (**D**) Quantification of dermal thickness in the dorsal skin (n = 6 for each group). (**E**) Quantification of hair follicle diameter (n = 6 for each group). (**F**) Quantification of Ki67-positive cells per hair follicle (n = 6 for each group). (**G**) Western blot analysis of key β-catenin pathway components in dorsal skin (n = 3 for each group). GAPDH served as a loading control. (**H**) Western blot analysis of autophagy-related proteins in telogen-phase skin of mice treated with 3% rebamipide for 7 days (n = 3 for each group). (**I**) Immunofluorescent staining of LC3 in the dermal white adipose tissue (dWAT) layer of the dorsal skin treated with 3% rebamipide for 7 days to assess autophagy activation (n = 5 for each group). Nuclei were stained with DAPI (blue). Scale bars, 100 μm. Data are presented as means ± standard deviation (SD), * *p* < 0.05, ** *p* < 0.01, *** *p* < 0.001, and **** *p* < 0.0001 compared with the control group.

**Figure 2:**
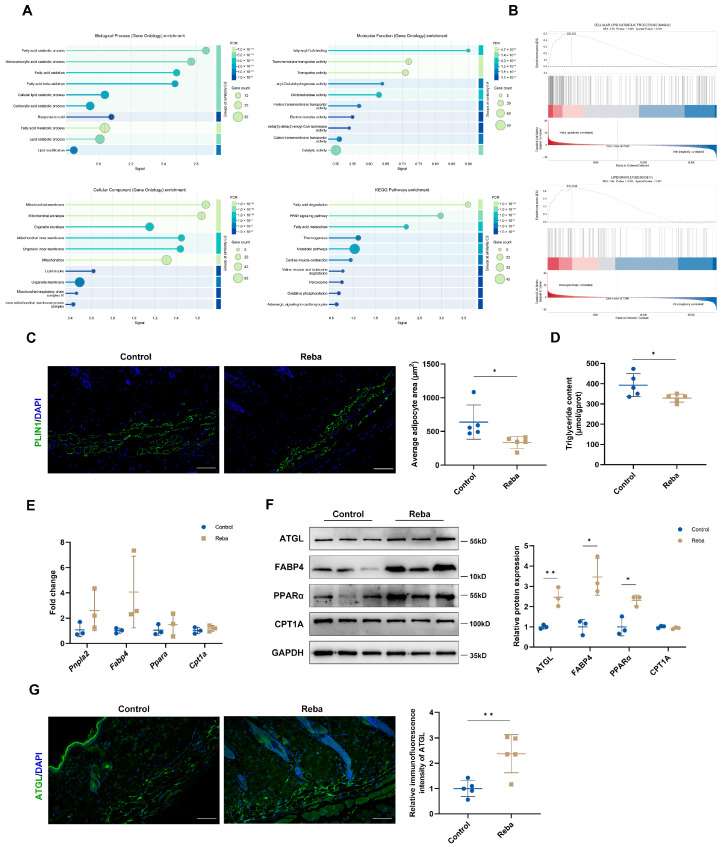
Rebamipide induces lipolysis in dermal adipose tissue in vivo. (**A**) Dorsal skin tissues from telogen-phase mice treated topically with rebamipide for 7 days were subjected to RNA-seq analysis and molecular biology assays (n = 3 for each group). Upregulated genes identified by hierarchical clustering were selected for functional enrichment analysis using Gene Ontology (GO) and Kyoto Encyclopedia of Genes and Genomes (KEGG) databases. (**B**) Gene Set Enrichment Analysis (GSEA) of cellular lipid catabolic process and lipid oxidation. (**C**) Representative PLIN1 immunostaining images of dWAT and quantification of adipocyte size (n = 5 for each group). Nuclei were stained with DAPI (blue). Scale bars, 100 μm. (**D**) Quantification of triglyceride (TG) content in dorsal skin tissue homogenates (n = 5 for each group). (**E**) Expression of lipolysis-related genes in telogen skin measured by quantitative PCR (qPCR) (n = 3 for each group). (**F**) Western blot analysis of lipolysis-related proteins in telogen skin (n = 3 for each group). (**G**) Representative ATGL immunostaining images showing enhanced lipolytic response in rebamipide-treated dWAT adipocytes (n = 5 for each group). Nuclei were stained with DAPI (blue). Scale bars, 100 μm. Data are presented as means ± SD, * *p* < 0.05 and ** *p* < 0.01 compared with the control group.

**Figure 3:**
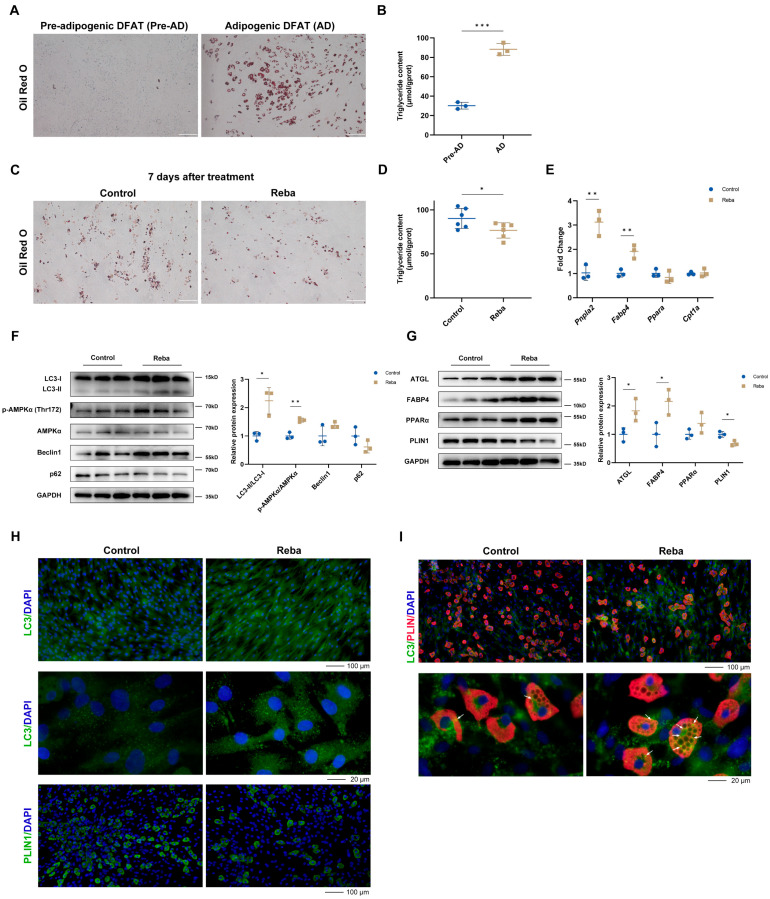
Rebamipide induces lipolysis in mature adipocytes. (**A**,**B**) Adipogenic induction of DFAT cells. Seven days after induction with differentiation medium, DFAT cells accumulated distinct lipid droplets, stained by Oil Red O (**A**), and quantified by triglyceride assay (**B**, n = 3 for each group). Scale bars, 200 μm. Data are presented as means ± SD, ***p < 0.001 compared with the pre-adipogenic DFAT cell group. (**C**,**D**) After adipogenic differentiation, DFAT cells were treated with DMSO (Control) or rebamipide (Reba) for 7 days prior to harvesting for molecular biology analysis. Oil Red O staining (**C**) and triglyceride assay (**D**) demonstrated that rebamipide induced lipolysis in mature adipocytes (n = 6 for each group). Scale bars, 200 μm. (**E**) Expression of lipolysis-related genes in differentiated DFAT cells, measured by qPCR (n = 3 for each group). (**F**,**G**) Western blot analysis of autophagy-related proteins (**F**) and lipolysis-related proteins (**G**) in differentiated DFAT cells (n = 3 for each group). (**H**) Immunofluorescence of LC3 and PLIN1 in differentiated DFAT cells. Nuclei were stained with DAPI (blue). Scale bar, 20 or 100 μm as indicated. (**I**) Double-labeled immunofluorescence of LC3 (green) and PLIN1 (red) in differentiated DFAT cells using the Tyramide Signal Amplification (TSA) kit. Nuclei were stained with DAPI (blue). Arrows indicate co-localized signals. Scale bar, 20 or 100 μm as indicated. Data are presented as means ± SD, * *p* < 0.05 and ** *p* < 0.01 compared with the control group.

**Figure 4:**
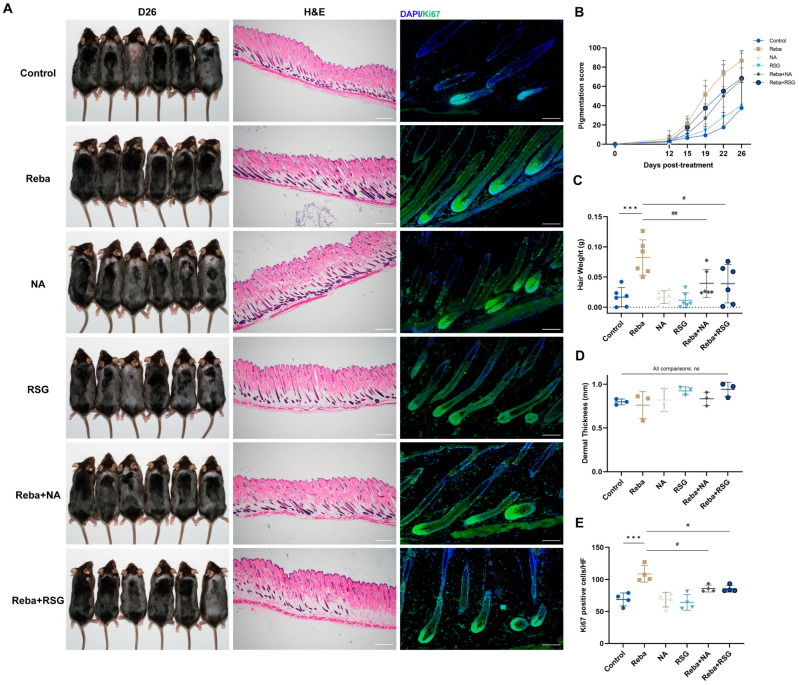
Rebamipide-induced hair regeneration is inhibited by niacin and rosiglitazone. (**A**) Seven-week-old male C57BL/6 mice were shaved and treated topically with vehicle, 3% rebamipide, 0.5% niacin (NA, lipolysis inhibitor), 0.05% rosiglitazone (RSG, PPARγ agonist), or combination therapies for 26 days (n = 6 for each group). Photographs were taken on day 26 post-treatment. H&E staining of skin sections revealed hair follicle morphology. Ki67 immunofluorescent staining showed that rebamipide-induced hair regeneration was inhibited by NA and RSG. Scale bars represent H&E staining, 500 μm; Ki67 staining, 100 μm. (**B**) Quantification of melanin pigmentation appearance (n = 6 for each group). (**C**) Quantification of regrown hair weight (n = 6 for each group). (**D**) Quantification of dermal thickness (n = 3 for each group). (**E**) Quantification of Ki67-positive cells per hair follicle (n = 4 for each group). Data are presented as means ± SD, ns, not significant, *** *p* < 0.001 compared with the control group. # *p* < 0.05 and ## *p* < 0.01 relative to the rebamipide-treated group.

**Figure 5:**
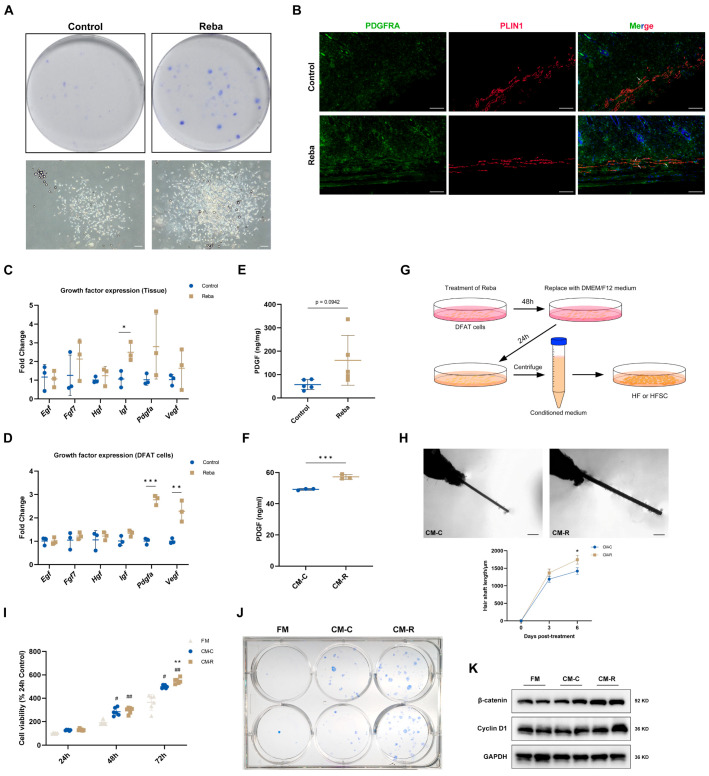
Rebamipide promotes adipocyte dedifferentiation and paracrine growth factor secretion to activate HFSCs. (**A**) Representative colony images of rebamipide-treated mature adipocytes during ceiling culture for 7 days. Scale bars, 500 μm. (**B**) Double-labeled immunofluorescence of skin sections for PDGFRA and PLIN1. Arrows indicate colocalized signals. Scale bars, 100 μm. (**C**,**D**) Differentiated DFAT cells were treated with rebamipide or DMSO for 48 h, followed by serum-free medium replacement and continued culture for 24 h. The culture supernatants were collected as conditioned medium (CM). Expression of growth factor-related genes in telogen skin (**C**) and differentiated DFAT cells (**D**) was analyzed by qPCR (n = 3 for each group). (**E**,**F**) Quantification of PDGF in skin extracts (n = 5 for each group) and CM (n = 3 for each group). (**G**) Schematic of CM preparation and functional assays. (**H**) Hair organ culture assays. Isolated mouse hair follicles were cultured with CM for 6 days (n = 16 for each group). Scale bars, 500 μm. (**I**) The viability of HFSCs treated with CM or fresh medium (FM) for 24, 48, and 72 h was assessed using the CCK-8 assay. Data are presented from 6 technical replicates. (**J**) Colony formation of HFSCs treated with CM or FM. Colonies were stained with Giemsa. (**K**) Western blot analysis of β-catenin and cyclin D1 in HFSCs treated with CM or FM for 7 days. Data are presented as means ± SD, * *p* < 0.05, ** *p* < 0.01, and *** *p* < 0.001 compared with the control group. # *p* < 0.05 and ## *p* < 0.01 relative to the fresh medium-treated group.

**Figure 6:**
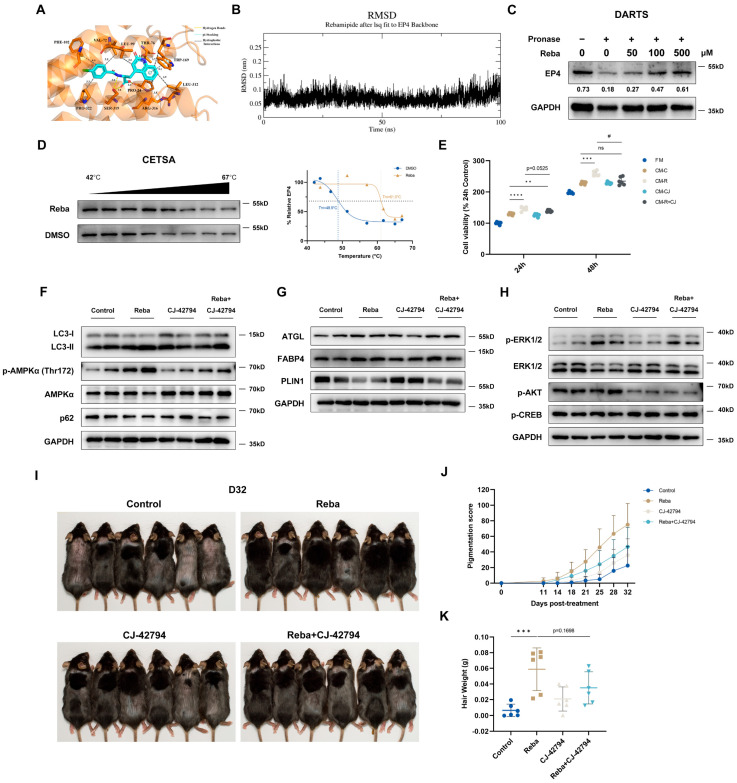
Rebamipide targets EP4 to activate autophagy and lipolysis. (**A**) Side view of rebamipide in the EP4 (PDB: 8GCP) ligand-binding site. Side chain interactions are shown in stick representation, highlighting the binding configuration. (**B**) The root mean squared deviation (RMSD) of rebamipide from 100 ns Molecular Dynamics (MD) simulations, calculated based on the initial complex state after 10 ns equilibration. The fluctuation of RMSD over time provides an indication of system stability. (**C**) Drug affinity-responsive target stability (DARTs) assays were performed by incubating DFAT cell lysates with rebamipide (0–500 μmol/L), followed by limited pronase digestion. Protein stability was then assessed by Western blot analysis of EP4 and loading controls. (**D**) Cellular thermal shift assay (CETSA) in intact DFAT cells was performed to evaluate the effect of rebamipide on EP4 thermal stability under temperatures ranging from 42 to 67 °C. (**E**) HFSCs were treated with FM or CM from DFAT cells pretreated with DMSO (CM-C), 100 μM rebamipide (CM-R), 100 nM CJ-42794 (CM-CJ), or their combination (CM-R+CJ). The viability of HFSCs was assessed after treatment with FM or CM for 24 and 48 h using the CCK-8 assay. Data are presented from 6 technical replicates. ns, not significant, ** *p* < 0.01, *** *p* < 0.001, and **** *p* < 0.0001 compared with the CM-C-treated group, # *p* < 0.05 relative to the CM-R-treated group. (**F**,**G**) Western blot analysis of autophagy-related proteins (**F**) and lipolysis-related proteins (**G**) in differentiated DFAT cells after 7 days of treatment with DMSO, rebamipide, CJ-42794, or their combination. (**H**) Western blot analysis of key phosphorylated proteins involved in EP4 downstream signaling in differentiated DFAT cells after 7 days of treatment. (**I**) Seven-week-old male C57BL/6 mice were shaved and treated with vehicle, 3% rebamipide, 0.05% CJ-42794, or their combination for 32 days (n = 6 for each group). Photographs were taken on day 32 post-treatment. (**J**) Quantification of melanin pigmentation appearance (n = 6 for each group). (**K**) Quantification of regrown hair weight (n = 6 for each group). Data are presented as means ± SD, *** *p* < 0.001 compared with the control group.

**Figure 7:**
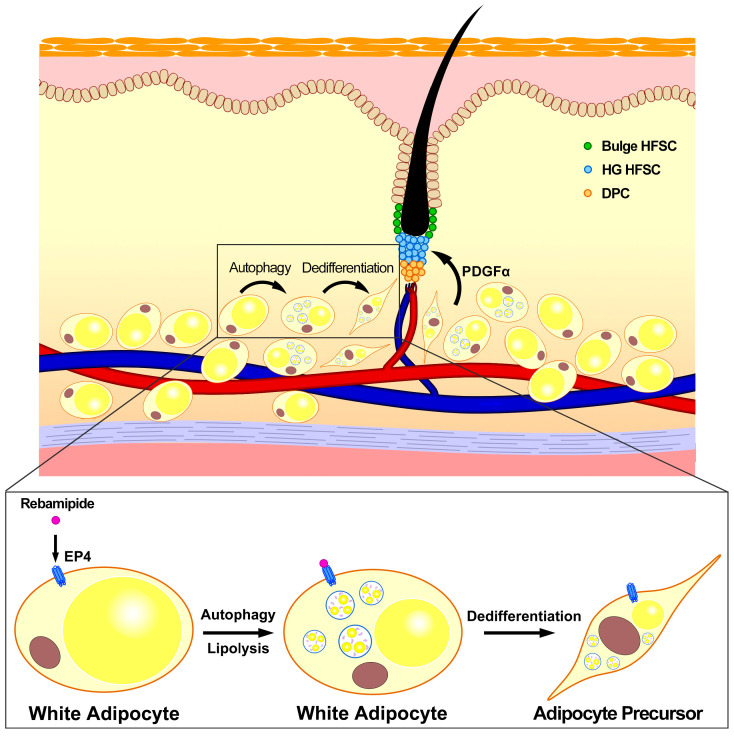
Schematic representation of the effects of rebamipide on dermal mature adipocytes. Rebamipide-induced autophagy and lipolysis in dermal mature adipocytes trigger their dedifferentiation into adipocyte precursors, which in turn promote the activation of HFSCs, potentially through increased PDGFα levels. HG: hair germ; DPC: dermal papilla cell.

## Data Availability

The data presented in this study are available on request from the corresponding author. The accession number for the raw and processed RNA-seq data reported in this manuscript is GEO: GSE296033.

## Supplementary Materials

The following supporting information can be downloaded at https://www.mdpi.com/article/10.3390/ijms262010132/s1.

## Abbreviations

The following abbreviations are used in this manuscript:

AC	Adenylate cyclase
AMPK	AMP-activated protein kinase
ATGL	Adipose triglyceride lipase
CETSA	Cellular thermal shift assay
CM	Conditioned medium
CPT1	Carnitine palmitoyltransferase 1
DARTS	Drug affinity-responsive target stability
DFAT cell	Dedifferentiated fat cell
dWAT	Dermal white adipose tissue
EP4	Prostaglandin E receptor 4
FABP4	Fatty acid-binding protein 4
HFSC	Hair follicle stem cell
PDGF	Platelet-derived growth factor
PGE2	Prostaglandin E2
PLIN1	Perilipin 1
TG	Triglyceride

## References

[1] Hamilton J.B. (1951). Patterned loss of hair in man; types and incidence. Ann. N. Y. Acad. Sci..

[2] Norwood O.T. (2001). Incidence of female androgenetic alopecia (female pattern alopecia). Dermatol. Surg. Off. Publ. Am. Soc. Dermatol. Surg..

[3] Wang T.L., Zhou C., Shen Y.W., Wang X.Y., Ding X.L., Tian S., Liu Y., Peng G.H., Xue S.Q., Zhou J.E. (2010). Prevalence of androgenetic alopecia in China: A community-based study in six cities. Br. J. Dermatol..

[4] Zhang C., Wang D., Wang J., Wang L., Qiu W., Kume T., Dowell R., Yi R. (2021). Escape of hair follicle stem cells causes stem cell exhaustion during aging. Nat. Aging.

[5] Price V.H. (1999). Treatment of hair loss. N. Engl. J. Med..

[6] Guerrero-Juarez C.F., Plikus M.V. (2018). Emerging nonmetabolic functions of skin fat. Nat. Rev. Endocrinol..

[7] Kruglikov I.L., Zhang Z., Scherer P.E. (2019). The Role of Immature and Mature Adipocytes in Hair Cycling. Trends Endocrinol. Metab..

[8] Festa E., Fretz J., Berry R., Schmidt B., Rodeheffer M., Horowitz M., Horsley V. (2011). Adipocyte lineage cells contribute to the skin stem cell niche to drive hair cycling. Cell.

[9] Zwick R.K., Guerrero-Juarez C.F., Horsley V., Plikus M.V. (2018). Anatomical, Physiological, and Functional Diversity of Adipose Tissue. Cell Metab..

[10] Song T., Kuang S. (2019). Adipocyte dedifferentiation in health and diseases. Clin. Sci..

[11] Shen J.F., Sugawara A., Yamashita J., Ogura H., Sato S. (2011). Dedifferentiated fat cells: An alternative source of adult multipotent cells from the adipose tissues. Int. J. Oral Sci..

[12] Dermitzakis I., Kampitsi D.D., Manthou M.E., Evangelidis P., Vakirlis E., Meditskou S., Theotokis P. (2024). Ontogeny of Skin Stem Cells and Molecular Underpinnings. Curr. Issues Mol. Biol..

[13] Chai M., Jiang M., Vergnes L., Fu X., de Barros S.C., Doan N.B., Huang W., Chu J., Jiao J., Herschman H. (2019). Stimulation of Hair Growth by Small Molecules that Activate Autophagy. Cell Rep..

[14] Manzoor M., Chen D., Lin J., Wang Y., Xiang L., Qi J. (2025). Isoquercitrin promotes hair growth through induction of autophagy and angiogenesis by targeting AMPK and IGF-1R. Phytomedicine.

[15] Kang J.I., Choi Y.K., Han S.C., Kim H.G., Hong S.W., Kim J., Kim J.H., Hyun J.W., Yoo E.S., Kang H.K. (2022). Limonin, a Component of Immature Citrus Fruits, Activates Anagen Signaling in Dermal Papilla Cells. Nutrients.

[16] Singh R., Kaushik S., Wang Y., Xiang Y., Novak I., Komatsu M., Tanaka K., Cuervo A.M., Czaja M.J. (2009). Autophagy regulates lipid metabolism. Nature.

[17] Pan J., Kothan S., Liu L., Moe A.T.M., Dong L., Sun Y., Yang Y. (2021). Autophagy participants in the dedifferentiation of mouse 3T3-L1 adipocytes triggered by hypofunction of insulin signaling. Cell Signal..

[18] Genta R.M. (2003). Review article: The role of rebamipide in the management of inflammatory disease of the gastrointestinal tract. Aliment. Pharmacol. Ther..

[19] He Q., Liu M., Rong Z., Liang H., Xu X., Sun S., Lei Y., Li P., Meng H., Zheng R. (2022). Rebamipide attenuates alcohol-induced gastric epithelial cell injury by inhibiting endoplasmic reticulum stress and activating autophagy-related proteins. Eur. J. Pharmacol..

[20] Hasegawa S., Sekino H., Matsuoka O., Saito K., Sekino H., Morikawa A., Uchida K., Koike M., Azuma J. (2003). Bioequivalence of rebamipide granules and tablets in healthy adult male volunteers. Clin. Drug Investig..

[21] Kinoshita S., Awamura S., Oshiden K., Nakamichi N., Suzuki H., Yokoi N., Rebamipide Ophthalmic Suspension Phase II Study Group (2012). Rebamipide (OPC-12759) in the treatment of dry eye: A randomized, double-masked, multicenter, placebo-controlled phase II study. Ophthalmology.

[22] Elsaadany B., Anayb S.M., Mashhour K., Yossif M., Zahran F. (2024). Rebamipide gargle and benzydamine gargle in prevention and management of chemo-radiotherapy and radiotherapy-induced oral mucositis in head and neck cancer patients (randomized clinical trial). BMC Oral Health.

[23] Jhun J., Kwon J.E., Kim S.Y., Jeong J.H., Na H.S., Kim E.K., Lee S.H., Jung K., Min J.K., Cho M.L. (2017). Rebamipide ameliorates atherosclerosis by controlling lipid metabolism and inflammation. PLoS ONE.

[24] Jhun J., Moon J., Kim S.Y., Cho K.H., Na H.S., Choi J., Jung Y.J., Song K.Y., Min J.K., Cho M.L. (2022). Rebamipide treatment ameliorates obesity phenotype by regulation of immune cells and adipocytes. PLoS ONE.

[25] Stenn K.S., Paus R. (2001). Controls of hair follicle cycling. Physiol. Rev..

[26] Deschene E.R., Myung P., Rompolas P., Zito G., Sun T.Y., Taketo M.M., Saotome I., Greco V. (2014). beta-Catenin activation regulates tissue growth non-cell autonomously in the hair stem cell niche. Science.

[27] Shaid S., Brandts C.H., Serve H., Dikic I. (2013). Ubiquitination and selective autophagy. Cell Death Differ..

[28] Zimmermann R., Strauss J.G., Haemmerle G., Schoiswohl G., Birner-Gruenberger R., Riederer M., Lass A., Neuberger G., Eisenhaber F., Hermetter A. (2004). Fat mobilization in adipose tissue is promoted by adipose triglyceride lipase. Science.

[29] Nakamura M.T., Yudell B.E., Loor J.J. (2014). Regulation of energy metabolism by long-chain fatty acids. Prog. Lipid Res..

[30] Zhang Z., Shao M., Hepler C., Zi Z., Zhao S., An Y.A., Zhu Y., Ghaben A.L., Wang M.Y., Li N. (2019). Dermal adipose tissue has high plasticity and undergoes reversible dedifferentiation in mice. J. Clin. Investig..

[31] Shook B.A., Wasko R.R., Mano O., Rutenberg-Schoenberg M., Rudolph M.C., Zirak B., Rivera-Gonzalez G.C., Lopez-Giraldez F., Zarini S., Rezza A. (2020). Dermal Adipocyte Lipolysis and Myofibroblast Conversion Are Required for Efficient Skin Repair. Cell Stem Cell.

[32] Simiczyjew A., Wadzynska J., Pietraszek-Gremplewicz K., Kot M., Zietek M., Matkowski R., Nowak D. (2023). Melanoma cells induce dedifferentiation and metabolic changes in adipocytes present in the tumor niche. Cell. Mol. Biol. Lett..

[33] Sun L., Zhang X., Wu S., Liu Y., Guerrero-Juarez C.F., Liu W., Huang J., Yao Q., Yin M., Li J. (2023). Dynamic interplay between IL-1 and WNT pathways in regulating dermal adipocyte lineage cells during skin development and wound regeneration. Cell Rep..

[34] Choi N., Shin S., Song S.U., Sung J.H. (2018). Minoxidil Promotes Hair Growth through Stimulation of Growth Factor Release from Adipose-Derived Stem Cells. Int. J. Mol. Sci..

[35] Shwartz Y., Gonzalez-Celeiro M., Chen C.L., Pasolli H.A., Sheu S.H., Fan S.M., Shamsi F., Assaad S., Lin E.T., Zhang B. (2020). Cell Types Promoting Goosebumps Form a Niche to Regulate Hair Follicle Stem Cells. Cell.

[36] Quan R., Zheng X., Ni Y., Xie S., Li C. (2016). Culture and characterization of rat hair follicle stem cells. Cytotechnology.

[37] Takahashi M., Takada H., Takagi K., Kataoka S., Soma R., Kuwayama H. (2003). Gastric restitution is inhibited by dexamethasone, which is reversed by hepatocyte growth factor and rebamipide. Aliment. Pharmacol. Ther..

[38] Cheng H., Liu F., Zhou M., Chen S., Huang H., Liu Y., Zhao X., Zhang Q., Zhou X., Li Z. (2022). Enhancement of hair growth through stimulation of hair follicle stem cells by prostaglandin E2 collagen matrix. Exp. Cell Res..

[39] Hanson W.R., Pelka A.E., Nelson A.K., Malkinson F.D. (1992). Subcutaneous or topical administration of 16,16 dimethyl prostaglandin E2 protects from radiation-induced alopecia in mice. Int. J. Radiat. Oncol. Biol. Phys..

[40] Konya V., Marsche G., Schuligoi R., Heinemann A. (2013). E-type prostanoid receptor 4 (EP4) in disease and therapy. Pharmacol. Ther..

[41] Nakamura K., Kageyama S., Ito T., Hirao H., Kadono K., Aziz A., Dery K.J., Everly M.J., Taura K., Uemoto S. (2019). Antibiotic pretreatment alleviates liver transplant damage in mice and humans. J. Clin. Investig..

[42] Inazumi T., Yamada K., Shirata N., Sato H., Taketomi Y., Morita K., Hohjoh H., Tsuchiya S., Oniki K., Watanabe T. (2020). Prostaglandin E(2)-EP4 Axis Promotes Lipolysis and Fibrosis in Adipose Tissue Leading to Ectopic Fat Deposition and Insulin Resistance. Cell Rep..

[43] Huang S.M., Xiong M.Y., Liu L., Mu J., Wang M.W., Jia Y.L., Cai K., Tie L., Zhang C., Cao S. (2023). Single hormone or synthetic agonist induces G(s)/G(i) coupling selectivity of EP receptors via distinct binding modes and propagating paths. Proc. Natl. Acad. Sci. USA.

[44] Trefts E., Shaw R.J. (2021). AMPK: Restoring metabolic homeostasis over space and time. Mol. Cell.

[45] Yokoyama U., Iwatsubo K., Umemura M., Fujita T., Ishikawa Y. (2013). The prostanoid EP4 receptor and its signaling pathway. Pharmacol. Rev..

[46] Wang Q.A., Song A., Chen W., Schwalie P.C., Zhang F., Vishvanath L., Jiang L., Ye R., Shao M., Tao C. (2018). Reversible De-differentiation of Mature White Adipocytes into Preadipocyte-like Precursors during Lactation. Cell Metab..

[47] Nicu C., Hardman J.A., Pople J., Paus R. (2019). Do human dermal adipocytes switch from lipogenesis in anagen to lipophagy and lipolysis during catagen in the human hair cycle?. Exp. Dermatol..

[48] Grabner G.F., Xie H., Schweiger M., Zechner R. (2021). Lipolysis: Cellular mechanisms for lipid mobilization from fat stores. Nat. Metab..

[49] Forni M.F., Peloggia J., Braga T.T., Chinchilla J.E.O., Shinohara J., Navas C.A., Camara N.O.S., Kowaltowski A.J. (2017). Caloric Restriction Promotes Structural and Metabolic Changes in the Skin. Cell Rep..

[50] Chen H., Liu C., Cui S., Xia Y., Zhang K., Cheng H., Peng J., Yu X., Li L., Yu H. (2025). Intermittent fasting triggers interorgan communication to suppress hair follicle regeneration. Cell.

[51] Lee S., Jeong S., Kim W., Kim D., Yang Y., Yoon J.H., Kim B.J., Min D.S., Jung Y. (2017). Rebamipide induces the gastric mucosal protective factor, cyclooxygenase-2, via activation of 5’-AMP-activated protein kinase. Biochem. Biophys. Res. Commun..

[52] Cao Y., Mai W., Li R., Deng S., Li L., Zhou Y., Qin Q., Zhang Y., Zhou X., Han M. (2022). Macrophages evoke autophagy of hepatic stellate cells to promote liver fibrosis in NAFLD mice via the PGE2/EP4 pathway. Cell. Mol. Life Sci..

[53] Guan X., Liu Y., Xin W., Qin S., Gong S., Xiao T., Zhang D., Li Y., Xiong J., Yang K. (2022). Activation of EP4 alleviates AKI-to-CKD transition through inducing CPT2-mediated lipophagy in renal macrophages. Front. Pharmacol..

[54] Sugimoto Y., Tsuboi H., Okuno Y., Tamba S., Tsuchiya S., Tsujimoto G., Ichikawa A. (2004). Microarray evaluation of EP4 receptor-mediated prostaglandin E2 suppression of 3T3-L1 adipocyte differentiation. Biochem. Biophys. Res. Commun..

[55] Cai Y., Ying F., Song E., Wang Y., Xu A., Vanhoutte P.M., Tang E.H. (2015). Mice lacking prostaglandin E receptor subtype 4 manifest disrupted lipid metabolism attributable to impaired triglyceride clearance. FASEB J..

[56] Zhao L., Chen J., Bai B., Song G., Zhang J., Yu H., Huang S., Wang Z., Lu G. (2023). Topical drug delivery strategies for enhancing drug effectiveness by skin barriers, drug delivery systems and individualized dosing. Front. Pharmacol..

[57] Kim J.H., Park S.H., Cho C.S., Lee S.T., Yoo W.H., Kim S.K., Kang Y.M., Rew J.S., Park Y.W., Lee S.K. (2014). Preventive efficacy and safety of rebamipide in nonsteroidal anti-inflammatory drug-induced mucosal toxicity. Gut Liver.

[58] Jang E., Park M., Jeong J.E., Lee J.Y., Kim M.G. (2022). Frequently reported adverse events of rebamipide compared to other drugs for peptic ulcer and gastroesophageal reflux disease. Sci. Rep..

[59] Zhou H., He J., Liu R., Cheng J., Yuan Y., Mao W., Zhou J., He H., Liu Q., Tan W. (2024). Microenvironment-responsive metal-phenolic network release platform with ROS scavenging, anti-pyroptosis, and ECM regeneration for intervertebral disc degeneration. Bioact. Mater..

[60] Wei S., Du M., Jiang Z., Duarte M.S., Fernyhough-Culver M., Albrecht E., Will K., Zan L., Hausman G.J., Elabd E.M. (2013). Bovine dedifferentiated adipose tissue (DFAT) cells: DFAT cell isolation. Adipocyte.

[61] Philpott M.P., Szallasi A., Bíró T. (2012). Hair Follicle Culture. TRP Channels in Drug Discovery: Volume II.

[62] Forli S., Huey R., Pique M.E., Sanner M.F., Goodsell D.S., Olson A.J. (2016). Computational protein-ligand docking and virtual drug screening with the AutoDock suite. Nat. Protoc..

[63] Adasme M.F., Linnemann K.L., Bolz S.N., Kaiser F., Salentin S., Haupt V.J., Schroeder M. (2021). PLIP 2021: Expanding the scope of the protein-ligand interaction profiler to DNA and RNA. Nucleic Acids Res.

# Supplementary material for: Rebamipide Induces Hair Regeneration Through EP4-Driven Lipid Metabolism Remodeling
**Source:** Int J Mol Sci. 2025 Oct 18;26(20):10132. doi: 10.3390/ijms262010132
**Supplement:** Supplementary file 1

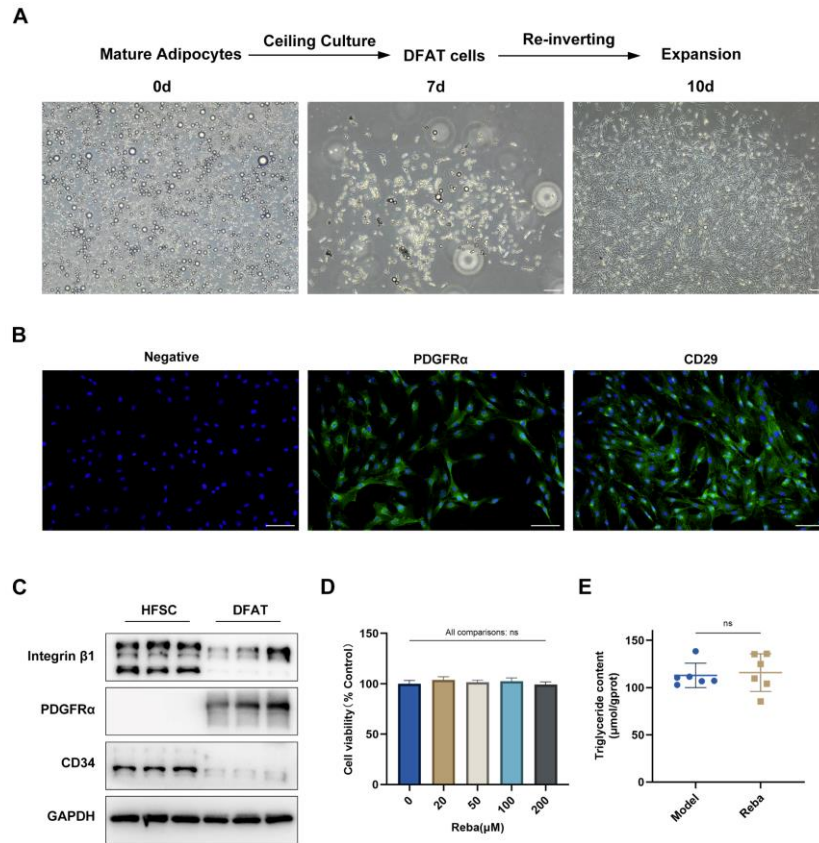

**Figure S1. Establishment and identification of DFAT cells.** (A) Mature adipocytes were isolated from inguinal white adipose tissue (iWAT) of rats by enzymatic digestion. Using ceiling culture for 7 days, the mature adipocytes dedifferentiated and attached to the ceiling of the plate. After re-inverting the plate, DFAT cells were further cultured for expansion. Scale bars, 500  $\mu$ m. (B) Representative immunofluorescence images showing CD29 and PDGFR $\alpha$  expression in DFAT cells. Scale bars, 100  $\mu$ m. (C) Western blot analysis of CD29, PDGFR $\alpha$ , and CD34 expression in DFAT cells and HFSCs. (D) Viability of DFAT cells assessed by CCK-8 assay after rebamipide treatment for 24 hours. Data are presented from 6 technical replicates. (E) During adipogenic differentiation, DFAT cells were treated with 0.1% DMSO or 100  $\mu$ M rebamipide. The inhibitory effect of rebamipide on adipogenesis was assessed by intracellular triglyceride measurements ( $n = 6$  for each group). Data are presented as means  $\pm$  SD. ns, not significant.

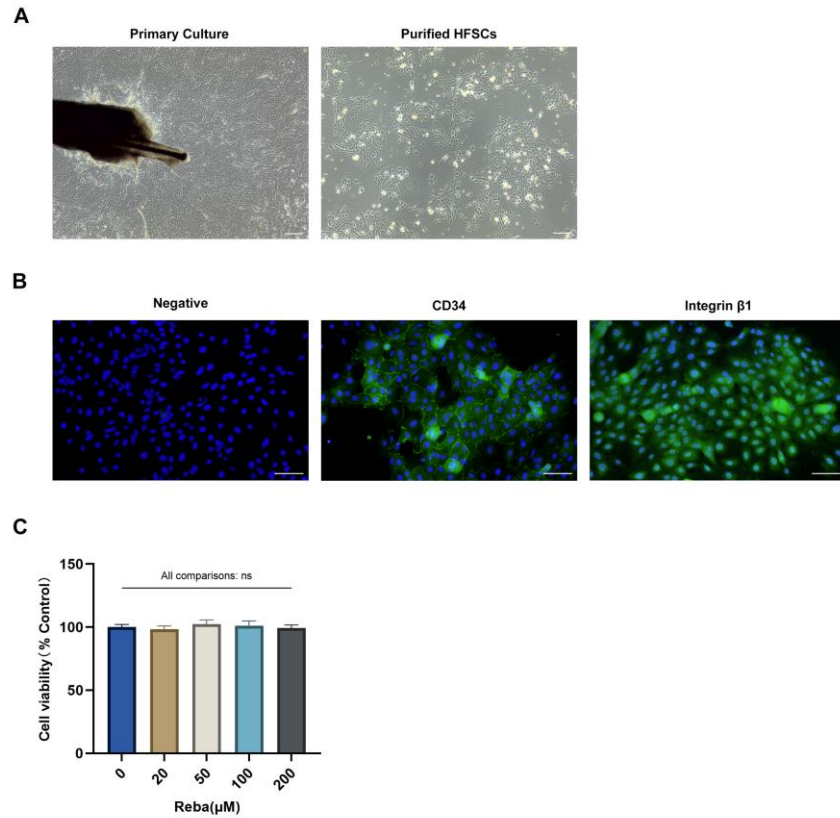

**Figure S2. Establishment and identification of HFSCs.** (A) Rat vibrissa follicles were isolated and cultured for 7 days. HFSCs were purified using a type-IV collagen differential adherence method. Scale bars, 500  $\mu$ m. (B) Immunofluorescence images showing CD29 and CD34 expression in HFSCs. Scale bars, 100  $\mu$ m. (C) Viability of HFSCs assessed by CCK-8 assay after rebamipide treatment for 24 hours. Data are presented from 6 technical replicates. Data are presented as means  $\pm$  SD. ns, not significant.

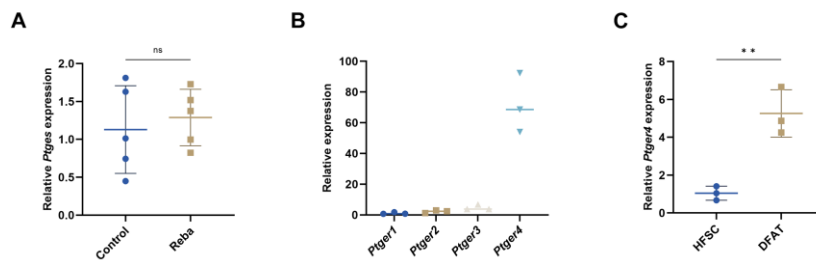

**Figure S3. Expression analysis of *Ptges* and EP subtypes.** (A) qPCR analysis of *Ptges* expression in the skin of mice treated with rebamipide or vehicle (n = 5 for each group). (B) qPCR analysis of the expression levels of four EP subtypes in mouse skin (n = 3 for each group). (C) qPCR analysis of *Ptger4* expression in HFSCs versus differentiated DFAT cells (n = 3 for each group). Data are presented as means  $\pm$  SD. ns, not significant; \*\*p<0.01 compared with HFSC.

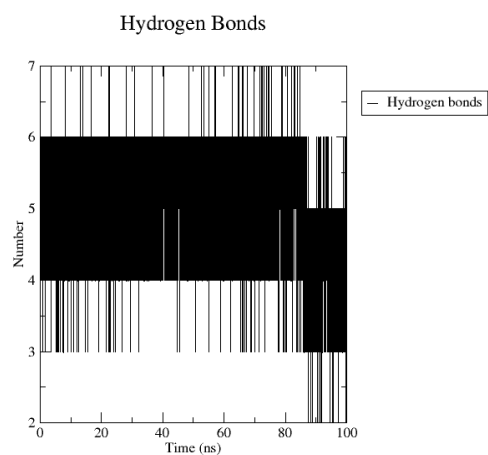

**Figure S4. Stability of the rebamipide-EP4 complex during MD simulations.** Dynamic changes in the number of hydrogen bonds formed between rebamipide and the EP4 receptor over the 100 ns simulation trajectory.

**Table S1. Gene expression profile of DFAT cells before and after adipogenic differentiation.** qPCR analysis of adipocyte precursor markers and mature adipocyte markers in pre-adipogenic and differentiated DFAT cells (n=3 for each group).

| Gene          | Pre-adipogenic DFAT cells |                 | Differentiated DFAT cells |                    |
|---------------|---------------------------|-----------------|---------------------------|--------------------|
|               | Average                   | $\Delta$ Ct     | Average                   | $\Delta$ Ct        |
| <i>Thy1</i>   | 25.18 $\pm$ 0.17          | 3.42 $\pm$ 0.16 | 25.12 $\pm$ 0.67          | 3.45 $\pm$ 0.52    |
| <i>Itgb1</i>  | 24.04 $\pm$ 0.11          | 2.27 $\pm$ 0.08 | 24.39 $\pm$ 0.13          | 2.72 $\pm$ 0.02    |
| <i>Pdgfra</i> | 25.28 $\pm$ 0.31          | 3.51 $\pm$ 0.29 | 25.28 $\pm$ 0.11          | 3.61 $\pm$ 0.25    |
| <i>Fabp4</i>  | 29.94 $\pm$ 0.28          | 8.18 $\pm$ 0.24 | 24.38 $\pm$ 0.86          | 2.71 $\pm$ 1.00*** |
| <i>Adipoq</i> | 30.04 $\pm$ 0.65          | 8.27 $\pm$ 0.63 | 24.95 $\pm$ 0.41          | 3.28 $\pm$ 0.54*** |
| <i>Pparg</i>  | 31.09 $\pm$ 0.29          | 9.32 $\pm$ 0.29 | 28.22 $\pm$ 0.64          | 6.55 $\pm$ 0.79**  |
| <i>Gapdh</i>  | 21.77 $\pm$ 0.03          | -               | 21.67 $\pm$ 0.15          | -                  |

Data are presented as means  $\pm$  SD, \*p<0.05 and \*\*p<0.01 compared with pre-adipogenic DFAT cell group.

**Table S2. Gene expression profile of purified HFSCs.** qPCR analysis of established HFSC markers in the isolated cell population (n=3 for each group).

| Gene         | Average          | $\Delta$ Ct      |
|--------------|------------------|------------------|
| <i>Itgb1</i> | 24.00 $\pm$ 0.72 | 4.08 $\pm$ 0.26  |
| <i>Itga6</i> | 25.87 $\pm$ 0.71 | 5.96 $\pm$ 0.13  |
| <i>Krt15</i> | 28.98 $\pm$ 0.99 | 9.06 $\pm$ 0.80  |
| <i>Thy1</i>  | 34.48 $\pm$ 1.66 | 14.56 $\pm$ 2.26 |
| <i>Gapdh</i> | 19.92 $\pm$ 0.63 | -                |

Data are presented as means  $\pm$  SD.

**Table S3. MM-PBSA binding free energy analysis (kJ/mol).**

| Group              | VDW      | COU<br>(with DH) | PB      | SA      | $\Delta$ H<br>(with DH) | Entropy (-T $\Delta$ S,<br>with DH) | Binding<br>Energy |
|--------------------|----------|------------------|---------|---------|-------------------------|-------------------------------------|-------------------|
| Rebamipide<br>-EP4 | -152.065 | -227.794         | 325.462 | -26.578 | -80.975                 | 20.766                              | -60.209           |

**Table S4. Sequence of primers used for qPCR.**

| Name          | 5' primer               | 3' primer               |
|---------------|-------------------------|-------------------------|
| <i>Pnpla2</i> | GGACCTGATGACCACCCTTTC   | AGCCACTCCAACAAGCGGA     |
| <i>Cpt1a</i>  | AAGAACATCGTGAGTGGCGT    | ACCTTGACCATAGCCATCCAG   |
| <i>Fabp4</i>  | ATGAAAGAAGTGGGAGTTGGC   | TTCCACGCCCAGTTTGAAGG    |
| <i>Ppara</i>  | ACCACTACGGAGTTCACGCATG  | GAATCTTGCAGCTCCGATCACAC |
| <i>Thy1</i>   | AAGAGGAGGCTGCAAGCTAGG   | CTCGGGACATCTGCAAGACTGAA |
| <i>Itgb1</i>  | CAAGTGGGACACGGGTGAAA    | AGAGCCCCAAAGCTACCCTA    |
| <i>Pdgfra</i> | GCACCAAGTCAGGTCCCATT    | TGTCCAGGTCTTTCTTCGGC    |
| <i>Adipoq</i> | CGCAGGTGTTCTTGGTCCTAAGG | GCCCTACGCTGAATGCTGAGTG  |
| <i>Pparg</i>  | GCTCCAAGAATACCAAAGTGCG  | ACAGACTCGGCACTCAATGG    |
| <i>Itga6</i>  | ACAACGCCTTTCTTCGGCTA    | CACTGGCCGGGATCTGAAAA    |
| <i>Krt15</i>  | GCCAGGATGCTAAGATGGCT    | GCATGGACTGGAGTCTGCTT    |
| <i>Egf</i>    | ACGAACTTGTTTCCTGCCCA    | TCAGGCGATGAACAACCAGT    |
| <i>Hgf</i>    | ACCTACAGGAAAACTACTGTCTG | TGCATTCAACTTCTGAACACTG  |
| <i>Igf</i>    | CCTCTTCTACCTGGCGCTCT    | ATAGCCTGTGGGCTTGTTGAAG  |
| <i>Vegfa</i>  | CCAAAGCCAGCACATAGGAGA   | GTTCTGTCTTTCTTTGGTCTGC  |
| <i>Fgf7</i>   | GAGAGGCTCAAGTTGCACGA    | CGGTGCTCCTTGACTTTTGT    |
| <i>Pdgfa</i>  | CTGGCTCGAAGTCAGATCCACA  | GACTTGTCTCCAAGGCATCCTC  |
| <i>Ptges</i>  | TGTACGGGTAGACCTCTATGAA  | CTTTGCAGCTAGGGTTGACAT   |
| <i>Ptger1</i> | TCATGGTGGTGTCGTGCATCTG  | GTCCAGGATCTGGTTCCACGAT  |
| <i>Ptger2</i> | GAGAGAGGACTTCGATGGCAGA  | GGAAGAGGTTTCATCCATGTAGG |
| <i>Ptger3</i> | GCTTCGCTGAACCAGATCTTGG  | CAGGTACTGCAATGAAAGTCCAC |
| <i>Ptger4</i> | GTCATCTTACTCATCGCCACCT  | TAATGAACACTCGCACCACG    |
| <i>Gapdh</i>  | CATCACTGCCACCCAGAAGACTG | ATGCCAGTGAGCTTCCCCTTCAG |

How the deposited data were processed for this re-analysis (not part of the article)

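RNA-seq of full-thickness dorsal skin was analysed for 3 mice treated with vehicle and 3 mice treated with 3% rebamipide for 7 days. For each gene the authors deposited raw read counts and FPKM values in one table, with gene symbols, positions and GO and KEGG annotations. The counts as deposited by the authors are whole numbers without normalization. The FPKM deposited by the authors equal the counts divided by the gene length and by the summed counts of the library. The study's methods name FPKM normalization, DESeq2, STRING for the top 200 upregulated genes and GSEA, and the paper's text does not name the aligner, the counting program or the genome build. The positions printed are those of the table. They were not mixed with the GRCm38 reference, since only 578 of 21121 genes matched by symbol start within 1000 bases of their GRCm38 position.

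All 12 columns of per-sample values were matched to samples by name and no row lacked a gene. Replicates were compared with each other, and within each group they differed by far more than the sampling noise (chi-square per degree of freedom from 83.1 to 742.3). Counts of 4 Y-linked genes were above 0 in every library, from 62 to 1550. Groups were compared in R 4.3.3 with edgeR 4.0.16 (TMM normalization, filterByExpr, quasi-likelihood test, Benjamini-Hochberg adjustment) on 14875 genes. Gene sets were tested with camera in limma 3.58.1 at a preset correlation between genes of 0.01, with fry, with camera at an estimated correlation and with preranked GSEA in fgsea 1.28.0. Terms among the 200 genes with the smallest p-values were tested with a one-sided Fisher's exact test. GO terms were used as directly annotated in the table, so sets are smaller than with inherited annotations, and the KEGG pathway fatty acid metabolism, which holds 0 genes in the table, was not tested. For Ptges and Hpgd a two-sided exact permutation test on normalized CPM was added, whose smallest possible p-value is 0.1. A gene at or under 3 counts in every library of a group was given a lower bound of its fold change, as the other group's mean against that limit. The bound is printed for rises only.

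The total counts were 38676018 to 39915276 in the vehicle libraries and 32709801 to 34706852 in the rebamipide libraries. The genes named in the text are those the study names, the 5 largest fitted rises and the 5 largest fitted falls among genes with an adjusted p-value under 0.05, a mean of at least 50 counts and no overlap between groups, and, of each term or list, up to 5 genes with the smallest p-values and the 3 with the highest CPM. Of the 40 genes the study names, 7 were higher and 2 were lower at an adjusted p-value under 0.05 over all genes, and 8 were higher and 2 were lower when adjusted over the list alone. Spg7, Zic1, Lhx8, Lep and the members of single terms listed beside their counts were named after their values were seen.

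The tests were checked on simulated counts with the real libraries' sizes, a dispersion of 0.1 and 200 genes changed 4-fold. edgeR recovered 95.5% of the changed genes with 11 false calls among 15224 genes, DESeq2 94.5% with 27 and limma-voom 93.5% with 9. The simulated changes were split evenly between rises and falls, without a shift in composition or an outlying library. In the real libraries 5901 genes had an unadjusted edgeR p-value under 0.05 and TMM factors ran from 0.746 to 1.279. The simulation therefore does not show how the tests perform in that setting. The alternatives, set before the data were examined, were DESeq2 1.42.0, limma-voom, other normalizations (RLE, upper quartile, total counts alone), no filter, a filter of at least 10 counts in every sample, a replicate block, each library left out in turn, other thresholds, rankings and set tests, a muscle score as covariate, and limma on log2(FPKM + 1). A slow muscle score as covariate, and DESeq2 and limma-voom with each library left out in turn, were added after the data were seen. Data of the other experiments of the study were not analysed here.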

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

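The tests below were chosen after the result was seen. Groups of 3 libraries were not tested for outlying samples.

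The brown adipocyte list, whose genes the paper does not discuss, had a higher mean in every rebamipide library than in every vehicle library. Ucp1 was at 5669 CPM on average in the rebamipide libraries and at 0 counts in each vehicle library. The brown adipocyte list was at 7.37 log2 CPM in the rebamipide libraries, and 6 of its 8 genes had an adjusted p-value under 0.05 by edgeR. Across the fits that each left out one library the list's median log2 fold change went from 5.53 to 5.94, while the adjusted calls of Ucp1 and Cidea were lost without vehicle replicate 2 (adjusted p = 0.0747, edgeR) and without rebamipide replicate 2 (adjusted p = 0.0573, edgeR). The other members of the list, Zic1 and Lhx8, overlapped between the groups and did not pass (log2 fold change 0.09 and 1.06, adjusted p = 0.89 and 0.498, edgeR). Several technical explanations are argued against by the tables. Depth does not account for the absence of Ucp1 from the vehicle libraries, which were the deeper ones and in which 95831 counts would be expected at the lowest share seen in a rebamipide library. The lowest median log2 fold change of the list under another normalization was 5.08. Lists matched on gene length, GC content and expression reached the median in a share of 1e-04 of 10000 draws, the smallest share the draws can give. Reads moved between paralogs would leave the sum of Ucp1, Ucp2 and Ucp3 alike, and its lowest value in a rebamipide library was 6.12 times its highest in a vehicle library. A single swapped label would leave a rebamipide library without Ucp1, and the lowest count was 81048. A loss of epidermis that raised all other cell types alike would move the endothelial and fibroblast lists together, and their difference rose by at least 1.24 log2 units between any vehicle and any rebamipide library.

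A change within fat cells in otherwise unchanged skin is argued against by the same difference, since fat cells alone would leave the endothelial and fibroblast lists alike, and the rise of at least 1.24 log2 units was larger than the range of the vehicle libraries (-4.95 to -4.45). Another piece of tissue, with brown fat, in the treated samples and an effect of rebamipide on several cell types of the skin cannot be told apart, because the tissue taken and the treatment given coincide in 3 mice per group. The suprabasal keratinocyte list varied with an SD of 5.04 log2 units between the rebamipide libraries and 1.05 between the vehicle libraries. The rebamipide libraries were at 6.27, 5.89 and -2.64 log2 CPM, so the larger SD rests on the third of them. A hypothesis is that brown fat, or fat that took on its expression, made up part of the rebamipide-treated samples.

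Lists of endothelial, slow muscle, blood and lipogenesis genes, also outside the paper's discussion, were higher in every rebamipide library, with means of 6.91 log2 CPM for the endothelial list, 3.39 for slow muscle, 5.58 for blood and 10.29 for lipogenesis. Of the slow muscle genes, Myh7 was at 69.8, 36.9 and 1.41 CPM in the 3 rebamipide libraries, so the mean rests on the first and second. The slow muscle list passed with camera (adjusted p = 0.00846) but not with fry (adjusted p = 0.126), and without the first rebamipide library it no longer passed with camera, with a median log2 fold change of 5.34. Among lipogenesis genes, Fasn rose from 1247 ± 658 to 8315 ± 2660 CPM and Scd1 from 6848 ± 4690 to 78030 ± 35700 CPM. Normalization was argued against, since the lowest median of these lists under another normalization was 1.17, and so were gene length, GC content and expression, with a share of matched lists of at most 0.0012. Whether these tissues were present in larger amounts or the genes were induced was not tested.

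Genes encoded by the mitochondrial genome took at least 13.28% of the counts in each rebamipide library. These few abundant genes do not stand alone, since the nuclear genes of the mitochondrial inner membrane had a median log2 fold change of 1.39 in a fit without the mitochondrially encoded genes. The treatment and a different mixture of tissues both stay open for this rise.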

How the results depend on the processing

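The processing alternatives were set before the data were examined, apart from those named below as chosen after. For the gene counts, 46 of 62 alternative values were within 1.5 times the count obtained with edgeR and TMM. Scaling by total counts alone gave 1129 genes higher and 4518 lower at the study's threshold and 1258 higher and 3752 lower at an adjusted p-value under 0.05. It also moved the median log2 fold change of all genes from -0.175 to -0.778, and the share of higher calls at the study's threshold from 49.6% to 20%. DESeq2 gave 2534 genes lower at an adjusted p-value under 0.05, and the filter of at least 10 counts in every sample gave 1512. With both an adjusted p-value under 0.05 and an absolute log2 fold change over 1, 1758 genes were higher and 865 were lower. Across the 6 fits that each left out one library, the count at the study's threshold went from 1851 to 2428 genes higher and from 1424 to 3043 lower, and at an adjusted p-value under 0.05 from 0 to 2810 higher and from 0 to 1971 lower. The 0 came from the fit without vehicle replicate 2, in which the smallest adjusted p-value was 0.0747 and 4116 genes had an unadjusted p-value under 0.05, and the fit without rebamipide replicate 2 gave 1 gene higher and 0 lower with 4062. Of the 2128 genes higher at the study's threshold, 1818 and 1855 were still among those called at that threshold in these 2 fits. Fits with DESeq2 and limma-voom that each left out one library, and a slow muscle score as covariate, were chosen after seeing the data. With DESeq2, 2097 genes were higher and 1419 lower at an adjusted p-value under 0.05 without vehicle replicate 2, and 2684 and 2273 without rebamipide replicate 2. With limma-voom the counts were 210 and 7, and 256 and 14. The loss of adjusted calls therefore depended on the test as well as on the library left out. edgeR's prior degrees of freedom were 2.22 and 2.24 in these 2 fits and 2.26 with all libraries, and the cause was not tested further.

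The replicate numbers are shared by the groups. Deviations from the group means correlated by -0.02, -0.04 and 0 between libraries with the same number, so the samples share only a number. With a replicate block, 2063 genes were higher and 2088 lower at the study's threshold, and 1432 were higher and 855 lower at an adjusted p-value under 0.05. Of the 200 genes with the smallest p-values, 96 were the same under the block.

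Among the terms in the 200 genes, fatty acid catabolic process held 1 gene and passed with 2 genes under the replicate block and with 2 under ranking by log2 fold change, and across the fits that each left out one library it held up to 3. Over all 15 terms, 227 of 240 alternative values stayed on the same side of the threshold, 7 became weaker and 6 stronger. Among gene sets, cellular lipid catabolic process passed on genes with at least 10 counts in every sample (median 2.34) and under fry (median 0.94). Lipid catabolic process no longer passed under fry (median 0.17), and across the fits that each left out one library its median went from -0.023 to 0.406, where it did not pass without vehicle replicate 1 or without rebamipide replicate 3. With the slow muscle score as covariate it did not pass either (median 0.155). The test for lipid oxidation pointed up under preranked GSEA, with a positive enrichment score, while its median stayed at -1.6. With the correlation between genes estimated per set, fatty acid beta-oxidation (median 1.93), lipid catabolic process (0.17), fatty acid degradation (2.13), the adipocyte list (2.23) and the brown adipocyte list (5.71) no longer passed, and the cause was not tested. Of 300 values for sets, 280 stayed the same, 17 became weaker and 2 stronger.

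Among the other marker lists, the test for fast skeletal muscle pointed up with total counts alone and under preranked GSEA, while its median stayed below 0 (-0.72 and -0.28). Its median changed sign with its own score as covariate (0.022), and across the fits that each left out one library its median went from -2.24 to 0.301, with the positive value without rebamipide replicate 3. The prostaglandin E2 list, whose median went from -0.557 to -0.295 across those fits, changed its camera direction without vehicle replicate 1. Of the 536 values for lists, 462 stayed the same, 56 became weaker and 13 stronger.

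Hpgd passed an adjusted p-value of 0.05 with DESeq2 (log2 fold change -0.932), total counts alone (-1.5), the filter of at least 10 counts in every sample (-0.991) and log2(FPKM + 1) with limma (-1.44), and its log2 fold change went from -1.18 to -0.78 across the fits that each left out one library. Ptges stayed above an adjusted p-value of 0.05 in every alternative (0.0713 to 0.629), and it passed the study's unadjusted thresholds with total counts alone (-1.44) and with log2(FPKM + 1) (-1.34). Of 642 values for single named genes, 519 stayed the same, 108 became weaker and 5 stronger. The log2 fold change changed sign for Zic1 with upper quartile (-0.011), total counts alone (-0.525) and log2(FPKM + 1) (-0.308), and went from -0.223 to 0.588 across the fits that each left out one library. For Ptger3 it went from -0.878 to 0.239 across those fits, and for Cfd from -0.081 to 1.026. Cfd also changed sign with total counts alone (-0.218) and with log2(FPKM + 1) (-0.079).

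The depth limits genes near 3 counts. Among the genes named, Slc27a2 (2, 0 and 6 counts) and Myh7 (2, 6 and 4) in the vehicle libraries and Krtap19-4 (4, 0 and 0) in the rebamipide libraries were near that limit, so their levels there rest on few counts. The fold changes of Ucp1, Mab21l2 and Hpcal4, at or under 3 counts in each vehicle library, are lower bounds. For Tmem238l, Krtap10-4, Krtap9-5 and Gm18596, at or under 3 counts in each rebamipide library, no fold is given. The order by fitted values is not an order of measured folds.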

Differences from the paper's values

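The paper reports 2079 upregulated genes, and edgeR gave 2128 and DESeq2 2158 at the same thresholds. The counts are within 1.5 times of each other. Of the alternatives set before the data were examined, only scaling by total counts alone (1129) lay further away.

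The paper states that fatty acid catabolic process was enriched among the top genes. With direct annotations, 1 of its 12 tested genes was among the 200 (adjusted p = 0.173, one-sided Fisher's exact test). This set is smaller than with inherited annotations, and the paper's own set was not tested. Over all genes tested the same 12 genes had a median log2 fold change of 1.30 (camera adjusted p = 0.00336, fry adjusted p = 0.00876), and under an estimated correlation between genes the adjusted p was 0.264. Among the 200 genes the term was called with the ranking by log2 fold change (adjusted p = 0.0136), with the replicate block (adjusted p = 0.0125) and without the first rebamipide library (adjusted p = 0.000733).

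The paper states that lipid oxidation and cellular lipid catabolic process were enriched over all genes. With direct annotations these terms hold 7 and 3 tested genes, fewer than with inherited annotations, and the paper's own sets were not tested. Lipid oxidation so defined had a median log2 fold change of -1.6 (camera adjusted p = 0.347), and no alternative called it. Fatty acid beta-oxidation, with 59 genes, did pass (camera adjusted p = 1.4e-22), though not under an estimated correlation (camera adjusted p = 0.264). Cellular lipid catabolic process had a camera adjusted p of 0.174, and was called under fry (adjusted p = 0.0185) and on genes with at least 10 counts in every sample (adjusted p = 0.0206).

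The paper states that expression of Hpgd did not change. It was not called by edgeR (adjusted p = 0.064), and was called with DESeq2 (adjusted p = 0.023), total counts alone, the filter of at least 10 counts in every sample, log2(FPKM + 1) with limma and without the first rebamipide library. With the study's thresholds it was called lower with total counts alone and with log2(FPKM + 1), which both scale by total counts. Without the first rebamipide or the first vehicle library it was called lower as well.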

Other observations

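The tests of slow muscle and of adipocytes as the whole cause and the count of splits at an adjusted p-value under 0.05 were chosen after the result was seen. Of the 10 splits of the 6 libraries into 3 and 3, 1, the real one, reached its count at the study's threshold, with 4289 genes against 6 to 1207 in the 9 other splits. Likewise 1 of 10 reached its count at an adjusted p-value under 0.05, with 3061 genes against 0 in each other split, where 6 to 1645 genes had an unadjusted p-value under 0.05. With 10 splits the share is never under 0.1, so this count of splits decides nothing either way.

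Several explanations were tested for the rise of the fatty acid degradation genes. More fast skeletal muscle is argued against, since the median log2 fold change of its list was -0.28, from -2.24 to 0.301 across the fits that each left out one library, and the fatty acid degradation set passed with the fast muscle score as covariate. The slow muscle list went the other way, with a median of 6.29. As the whole cause it is argued against, since the set kept a median of 2.55 with the slow muscle score as covariate (camera adjusted p = 4.64e-15). That fit rests largely on the third rebamipide library, the only one at the level of a vehicle library. The slow muscle list fell from 5.6 to 4.46 and 0.11 log2 CPM over the 3 rebamipide libraries, while the fatty acid degradation list was at 7, 7.38 and 7.31. Normalization is argued against, with a lowest median of 1.49 for the set under the other normalizations. More adipocytes of the kind already present in vehicle-treated skin were tested in 2 ways. In the test set before the data were examined, Adipoq, Plin1, Cidec and Cfd had a median of 2.23 against 2.13 for the set, but they did not rise together, with Cfd at 0.34, so this test left the explanation open. The test of such cells as the whole cause took Plin1, the highest of these markers at 2.61, as a ceiling. Of the 42 genes, 8 lay above Plin1 by more than 2 combined standard errors. In the adipocyte list itself, however, Aqp7 and Gpd1 rose by 4.74 and 4.37, with Lep at -0.53. The ceiling therefore depends on the markers chosen, and this test cannot decide. More brown fat in the treated samples is a hypothesis that its test left standing, with a median log2 fold change of 5.71 for the brown adipocyte list. Whether such fat was taken with the sample or arose under treatment cannot be told, because the tissue taken and the treatment given coincide.

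The paper reports qPCR, Western blot or staining of other mice for several genes. In the RNA-seq libraries, Vegfa rose by 2.21 on the log2 scale (standard error 0.59, adjusted p = 0.0468, edgeR), and over the alternatives its adjusted p-value ranged from 0.0023 to 0.165, so the call depends on the processing. The log2 fold change of Pdgfa was -0.36 (adjusted p = 0.306, edgeR). Over the alternatives its adjusted p-value ranged from 0.0302 to 0.607. Pdgfa was called lower with total counts alone (-0.96) and with log2(FPKM + 1) and limma (-0.758), which both scale by total counts. The log2 fold change of Igf1 was -0.55 (adjusted p = 0.388, edgeR), with adjusted p-values from 0.113 to 0.889 over the alternatives. Pdgfra was at 114 ± 44.2 CPM in the vehicle group and 66.2 ± 24.2 CPM in the rebamipide group. Ptger3 was at 47.28 ± 33.5 CPM and Ptger4 at 22.78 ± 9.32 CPM in the vehicle group. Their order differed between the vehicle libraries, with Ptger3 at 15, 45 and 81.8 CPM and Ptger4 at 32, 23 and 13.4 CPM. Mki67 was at 81, 44.3 and 18 CPM in the vehicle libraries and at 10.2, 1.29 and 0 CPM in the rebamipide libraries.

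The growing hair follicle and melanocyte lists differed within the vehicle group. The melanocyte list was at 6.9, 4.79 and 1.63 log2 CPM in the 3 vehicle libraries and at 3.63, -0.36 and -3.28 in the rebamipide libraries. The fast skeletal muscle list was at 10.6, 8.43 and 3.71 log2 CPM in the 3 rebamipide libraries.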
